# Nuclear transporter Importin-13 plays a key role in the oxidative stress transcriptional response

**DOI:** 10.1038/s41467-021-26125-x

**Published:** 2021-10-08

**Authors:** K. A. Gajewska, H. Lescesen, M. Ramialison, K. M. Wagstaff, D. A. Jans

**Keywords:** Nuclear receptors, RNA sequencing, Protein transport, Transport receptors, Embryonic stem cells

## Abstract

The importin superfamily member Importin-13 is a bidirectional nuclear transporter. To delineate its functional roles, we performed transcriptomic analysis on wild-type and Importin-13-knockout mouse embryonic stem cells, revealing enrichment of differentially expressed genes involved in stress responses and apoptosis regulation. De novo promoter motif analysis on 277 Importin-13-dependent genes responsive to oxidative stress revealed an enrichment of motifs aligned to consensus sites for the transcription factors specificity protein 1, SP1, or Kruppel like factor 4, KLF4. Analysis of embryonic stem cells subjected to oxidative stress revealed that Importin-13-knockout cells were more resistant, with knockdown of SP1 or KLF4 helping protect wild-type embryonic stem cells against stress-induced death. Importin-13 was revealed to bind to SP1 and KLF4 in a cellular context, with a key role in oxidative stress-dependent nuclear export of both transcription factors. The results are integral to understanding stress biology, highlighting the importance of Importin-13 in the stress response.

## Abstract (web summary)

Importin superfamily member IPO13 mediates nuclear transport bidirectionally. Here the authors delineate the transcriptome of wild-type and IPO13-knockout mouse embryonic stem cells, revealing IPO13’s key role in the oxidative stress response through targeted transport of specific transcription factors.

## Introduction

Subcellular compartmentalisation of signalling proteins, including transcription factors (TFs), is central to gene regulation that coordinates a range of cellular processes such as signal transduction, cell proliferation, differentiation, and development. Signalling molecules, such as TFs, larger than ~40 kDa are conventionally transported between the nuclear and cytoplasmic compartment by members of the Importin (IPO) superfamily of transport receptors^1,2^. Importin-13 (IPO13) is one of only three mammalian family members capable of mediating both nuclear import and export of specific protein cargoes^3–5^ including TFs^6^ that play key roles in brain^7,8^, testis^9^ and fetal lung development^10,11^.

A number of processes are critical to normal organogenesis and limb development in mammals, including specific and highly organised cell proliferation, differentiation, and apoptosis. The redox environment of the cells within the developing embryo controls cell fate^12^, whereby stem cell proliferation is promoted in reducing environments with low to mild levels of Reactive Oxygen Species (ROS), and inhibited under conditions of higher ROS levels, which favour pro-apoptotic signalling^13,14^. ROS are generated by the incomplete reduction of oxygen, and include derivative species such as hydrogen peroxide (H_2_O_2_), superoxide anions (O_2_^−^), and hydroxyl radicals (HO^•^)^15,16^. ROS are generated as by-products of normal biological processes within the eukaryotic cell, such as aerobic metabolism, and can act as second messengers in various signal transduction pathways^16–18^. They can also be taken up from exogenous sources or produced in response to environmental stress. While transient fluctuations are normally managed by the cellular antioxidant defences, sustained exposure to ROS can result in oxidative stress, with the potential to damage lipids, protein, and DNA^18^. The cellular response to oxidative stress varies from growth arrest to senescence, to cell death by apoptosis and necrosis^19^. Although cellular responses such as the response to oxidative stress are characterised by changes in the nucleocytoplasmic distribution of signalling molecules and TFs, classical IPO-dependent nuclear transport pathways are known to be inhibited by oxidative stress, as well as heat shock and osmotic stress, in part, through key nuclear transport factors becoming mislocalised^20–25^.

This study examines IPO13’s contribution to cell signalling pathways through transcriptomic profiling, demonstrating that the altered expression of a number of oxidative stress-responsive genes in response to oxidative stress is dependent on IPO13. We show that this set of genes is enriched in consensus sites for key TFs, including the oxidative stress-inducible TF specificity protein 1 (SP1), a regulator of cell growth and development that can act as a cofactor in p53-mediated pro-apoptotic transcriptional repression^26,27^, and Kruppel like factor 4 (KLF4)^28,29^, a zinc finger containing transcription factor with roles in proliferation^30^, differentiation^31^, cell cycle arrest following DNA damage^32^ and apoptosis. Significantly in this context, we find that knock out of IPO13 protects mouse embryonic stem cells (mESCs) from oxidative stress-induced death, with siRNA knockdown of either SP1 or KLF4 in IPO13^+/+^ also able to confer resistance to H_2_O_2_. We further show that IPO13 interacts with and regulates the nuclear export of both KLF4 and SP1 under conditions of oxidative stress, this transport function of IPO13 with respect to KLF4 and SP1 in response to oxidative stress likely contributing to modulation of cell survival under these conditions. To the best of our knowledge, our findings represent the first documented examples of IPOβ family-dependent nuclear transport of specific cargoes in stress, establishing a key role for IPO13 in stress responses through its ability to transport key factors in stress conditions.

## Results

### The IPO13-dependent oxidative stress transcriptome

IPO13 mediates bidirectional nuclear transport of various important cargoes and TFs^6,33^. To shed light on its biological role, we subjected a previously characterised IPO13 gene knockout model in mESCs^4^ to whole-transcriptome analysis. 

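RNA-seq was performed on the IPO13+/+ and IPO13-/- mESCs, mouse embryonic stem cells that are pluripotent and grow in culture with the cytokine LIF. The data comprise 8 libraries in 4 groups of 2 replicates each. The groups are untreated IPO13+/+ cells, untreated IPO13-/- cells, and cells of each genotype exposed to 125 µM H_2_O_2_ for 1 h and left to recover for 2 h. For each library, the authors deposited the number of reads counted on each of 23420 gene symbols, without normalization, and the same numbers as CPM, which scale each count to the library total. In untreated IPO13+/+ cells 69193296 and 72021098 reads were counted on genes, and in treated IPO13+/+ cells 68052299 and 69366651. In untreated IPO13-/- cells the totals were 73789079 and 60397877, and in treated IPO13-/- cells 64372255 and 61683605. The Methods give a larger number of reads per sample, before counting, and all values here use the counted totals. The smallest share of a library that can be told from 0 at these depths, taken as 3 counts, lies between 0.0407 and 0.0497 CPM, which covers counting error only. The labels of the libraries and the Methods name different models of the Illumina HiSeq, numbers of lanes and read lengths. The Methods map the reads to mm10 and the paper's text does not name the aligner, the counting program or the gene annotation.

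The counts were analysed with edgeR's quasi-likelihood test in a single fit of all 8 libraries with 1 coefficient per group, after TMM normalization of the library totals. The 19424 genes with at least 1 count in any library were tested, and a gene was called differentially expressed at a Benjamini-Hochberg FDR below 0.05 and an absolute log2 fold change of at least 1, the thresholds of the paper. Standard errors given with edgeR's log2 fold changes were derived from its test. Each is the absolute log2 fold change divided by the square root of the F statistic. The paper used Voom/Limma through Degust, and limma-voom counts are given beside those of edgeR. The replicates differed by more than the sampling noise of the reads. Over the genes with at least 50 counts in a pair of replicates, the chi-square statistic per gene was 15.0 in untreated IPO13+/+ cells, 2.26 in treated IPO13+/+ cells, 4.58 in untreated IPO13-/- cells and 6.59 in treated IPO13-/- cells, where sampling noise alone gives 1. This does not tell separate cultures from separate libraries of a culture, and each library was counted as a replicate as the labels number them. The biological coefficient of variation across genes was 3.36%. The replicate numbers in the labels were examined for pairing through the correlation, across 9077 genes, of the deviations of the same-numbered replicates from their group means. It was 0.61 between untreated IPO13+/+ and treated IPO13-/- cells, 0.35 between the untreated groups, 0.33 between the IPO13-/- groups and -0.02 between the IPO13+/+ groups. Between treated IPO13+/+ cells and the IPO13-/- groups it was -0.08 for untreated and -0.0009 for treated IPO13-/- cells. Results with the replicate number as a block are given beside those without it. With 2 libraries against 2, an exact permutation test of a single gene cannot give a p-value below 0.333, so all tests of single genes borrow their error estimate from the model across genes.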

Next Generation RNA-Sequencing (RNA-seq) followed by differential gene expression analysis revealed a total of 338 genes that were significantly downregulated and 536 genes that were significantly up-regulated in IPO13^−/−^ compared to IPO13^+/+^ mESCs (Sup. Fig. 1a; Sup. Data 1). 

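*Ipo13* itself, on chromosome 4 of GRCm38 (117894486 to 117914999, minus strand, ENSMUSG00000033365), had 4716 and 4786 counts in the untreated IPO13+/+ libraries and 1965 and 1555 in the untreated IPO13-/- libraries. Its TMM-normalized expression was 69.3 ± 1.39 CPM (SD, n = 2 libraries) in untreated IPO13+/+ cells and 25.5 ± 0.636 CPM (SD, n = 2) in untreated IPO13-/- cells. The log2 fold change was -1.44 (standard error 0.05, FDR = 9.5e-19 from edgeR's quasi-likelihood test), and it stayed between -1.46 and -1.41 with each library left out in turn. The treated libraries held 4928 and 4791 counts in IPO13+/+ cells and 1610 and 1604 in IPO13-/- cells, so that the transcript was lower in all 4 IPO13-/- libraries than in all 4 IPO13+/+ libraries.

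Between untreated IPO13-/- and IPO13+/+ cells, edgeR called 556 genes higher and 358 genes lower in IPO13-/- cells. With limma-voom the numbers were 711 and 451. With the replicate number as a block in the edgeR fit, they were 560 and 359. The choice that moved these numbers most was the fold-change limit, without which 3634 genes were higher and 3777 lower at an FDR below 0.05. Of the 914 called genes, between 832 and 856 kept their direction and a 2-fold change when any 1 of the 4 libraries was left out, a check that leaves 1 group with a single library and so gives no test. The largest rises among genes with at least 10 counts in both libraries of a group were those of *Strc*, *Magea6* and *Gm6890*. *Strc* on chromosome 2 (121363728 to 121387168, minus strand) had 0 counts in both IPO13+/+ libraries and 111 and 68 in the IPO13-/- libraries, with a log2 fold change of 9.45 (standard error 0.69, FDR = 2.3e-11). Without counts in IPO13+/+ cells, the size of this change depends on the method. It was 7.47 with limma-voom and 8.90 with DESeq2. *Magea6* had 0 and 0 counts against 45 and 19, and *Gm6890* 0 and 0 against 13 and 16. Both lie on the X chromosome, where 85 of the 562 expressed genes were called, and *Magea6* belongs to a multigene family whose reads the counting could split. The largest falls were those of *A3galt2*, *Gm8801* and *Vsx1*. *A3galt2* on chromosome 4 (128755364 to 128769298, plus strand) fell from 392 and 351 counts to 4 and 1, a log2 fold change of -7.15 (standard error 0.25, FDR = 1.8e-18). *Gm8801*, an unprocessed pseudogene on chromosome 17 that can share reads with its parent gene, fell from 877 and 780 counts to 6 and 6. *Vsx1* on chromosome 2 fell from 86 and 92 counts to 2 and 0. On chromosome 2, which carries *Strc* and *Vsx1*, the median log2 fold change of all 1125 expressed genes was 0.30 above that of the other chromosomes.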

Gene ontology analysis of the genes with annotated function (651 in all) using the David Bioinformatics Functional Annotation Tool^34,35^ revealed the greatest enrichment of stress response and apoptotic pathways including DNA damage response, heat shock, chemical stress, and intrinsic apoptosis signalling respectively (Sup. Fig. 1b).

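DAVID and its annotation were not used here. In its place, 5 lists of 25 genes each, written by hand before the counts were examined, were set against the 842 genes called between untreated IPO13-/- and IPO13+/+ cells that lay among the 15139 genes with enough counts to be called. Of the 24 listed heat shock genes in this background, 3 were called, which is 12.5% against 5.56% of the background (two-sided Fisher's exact test, p = 0.146, Benjamini-Hochberg adjusted p = 0.548 over 15 comparisons). They were *Cryab*, with a log2 fold change of -1.18 (standard error 0.14), *Bag3* with -1.03 (standard error 0.07) and *Hspa4l* with 1.01 (standard error 0.08). Of the listed genes of the p53 and DNA damage response, only *Cdkn1a* was called, with a log2 fold change of -1.10 (standard error 0.05), and of the unfolded protein response only *Chac1*, with 1.41 (standard error 0.10). None of the 24 listed genes of intrinsic apoptosis and none of the 24 of the antioxidant response was called (p = 0.642 for each by the same exact test). The adjusted p was 1 for each list other than heat shock. The median log2 fold change was -0.30 over the list for p53 and DNA damage, -0.24 over the antioxidant list, -0.12 over the heat shock list, -0.02 over intrinsic apoptosis and 0.01 over the unfolded protein response. These lists are not the gene ontology terms of Sup. Fig. 1b.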

To explore the role of IPO13 in the cellular stress response, we performed RNA-seq on IPO13^+/+^ and IPO13^−/−^ ESCs treated without or with a sublethal concentration of H_2_O_2_ for 1 h to induce oxidative stress followed by a recovery period of 2 h prior to total RNA extraction for RNA sequencing and bioinformatic analysis (Fig. 1a–d). 

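After oxidative stress, 535 genes were called higher and 29 lower in IPO13+/+ cells, and 489 higher and 72 lower in IPO13-/- cells (edgeR's quasi-likelihood test, FDR below 0.05 and 2-fold). Limma-voom called 630 and 66 genes in IPO13+/+ cells and 588 and 122 in IPO13-/- cells. With the replicate number as a block, edgeR called 544 and 33 genes in IPO13+/+ cells and 493 and 76 in IPO13-/- cells. The number of genes called lower in IPO13+/+ cells was 14 with DESeq2. Without the fold-change limit, 4908 genes in IPO13+/+ cells and 5704 in IPO13-/- cells passed an FDR of 0.05.

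The largest rises in IPO13+/+ cells among genes with at least 10 counts in both libraries of a group were those of *Ces2g*, *Tnfrsf18* and *Prss34*. *Ces2g* on chromosome 8 (104961718 to 104969537, plus strand) had 0 and 2 counts in untreated and 45 and 37 in treated IPO13+/+ cells, a log2 fold change of 5.19 (standard error 0.56, FDR = 3.6e-08). With any 1 library left out, this fold change ran from 4.30 to 8.33. *Ces2g* also rose in IPO13-/- cells, from 5 and 2 counts to 26 and 24. *Tnfrsf18* rose from 1 and 0 counts to 17 and 19 in IPO13+/+ cells, and *Prss34* from 1 and 1 to 27 and 31. The largest falls in IPO13+/+ cells were those of *Klb*, from 16 and 11 counts to 4 and 3, of a RIKEN cDNA clone that the annotation does not hold, from 11 and 12 counts to 3 and 4, and of *Scn9a*, from 12 and 29 counts to 3 and 10. Their FDRs lay between 0.018 and 0.020, and none of these 3 passed an FDR of 0.05 with DESeq2 when its independent filtering was off. The log2 fold change of *Scn9a* ran from -2.71 to -0.90 with any 1 library left out. In IPO13-/- cells the largest rises were those of *Agtr1b*, *Art3* and *Eva1c*. *Eva1c* on chromosome 16 (90826719 to 90905109, plus strand) rose from 4 and 3 counts to 48 and 59, a log2 fold change of 4.01 (standard error 0.38, FDR = 3.1e-09). All 3 of these genes also passed the thresholds in IPO13+/+ cells, where *Eva1c* rose from 10 and 5 counts to 53 and 48. The largest falls in IPO13-/- cells were those of another RIKEN cDNA clone outside the annotation, from 28 and 16 counts to 3 and 7, *Ceacam19*, from 35 and 29 counts to 10 and 5, and *Fam19a4*, from 18 and 16 counts to 5 and 3.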

As one of the key metabolites in oxidative stress, H_2_O_2_ is a by-product of normal cellular metabolism that has been used extensively in mammalian cell models to induce oxidative stress^36–38^. We confirmed that the sublethal H_2_O_2_ treatment used here could induce oxidative stress in the ESCs by flow cytometric analysis of H_2_O_2_ treated IPO13^+/+^ and IPO13^−/−^ cells stained with CellROX Green, a probe that is stably fluorescent when oxidised by ROS. A significant increase in relative fluorescence intensity was observed after treatment with 125 µM H_2_O_2_ for 1 h in both the IPO13^+/+^ and IPO13^−/−^ ESCs (Fig. 1e–f), indicating that treatment of ESCs with H_2_O_2_ could upregulate cellular ROS levels. ROS levels returned to basal in both IPO13^+/+^ and IPO13^−/−^ cells after removal of the H_2_O_2_ treatment and 2 h recovery time after the stress treatment.

**Fig. 1:**
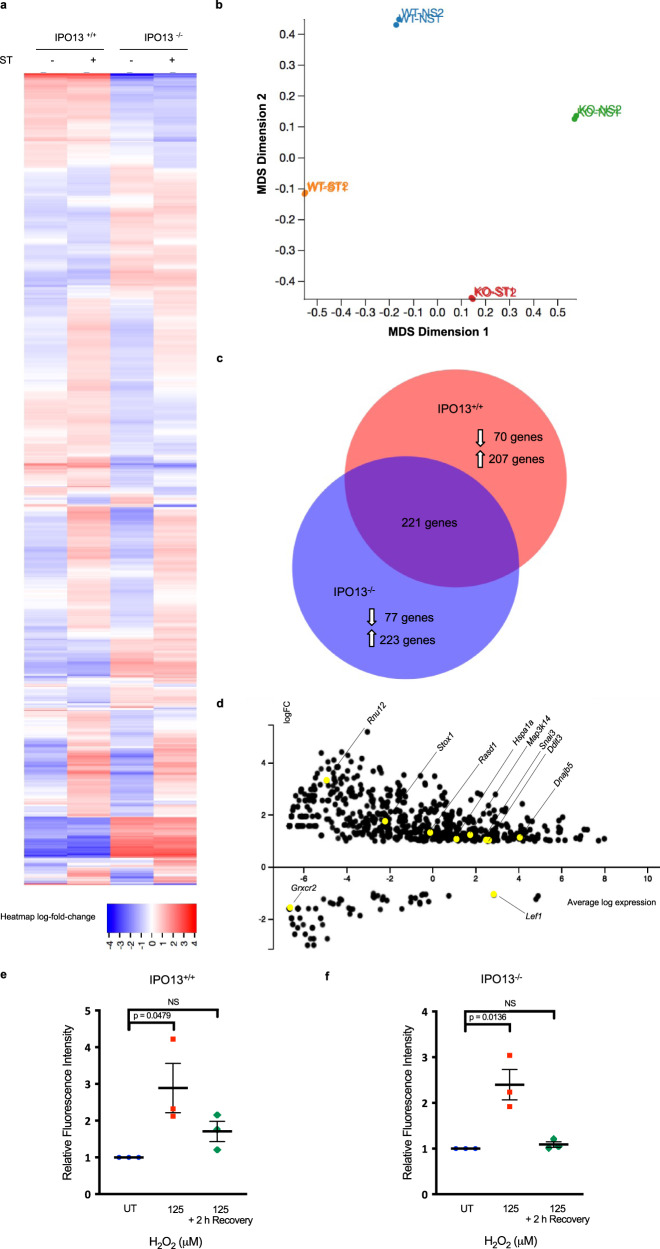
The IPO13-dependent transcriptome in oxidative stress. **a** Heat-map of transcript data for IPO13^+/+^ and IPO13^−/−^ mESCs with or without treatment with 125 μM hydrogen peroxide (H_2_O_2_) for 1 h followed by 2 h recovery (ST; stress treated). Log_2_-fold differences in expression across the four data sets (FDR cut-off = 0.05) are shown for 2352 gene models (horizontal axis). **b** Multi-dimensional scaling (MDS) plot summarizing gene expression profiles of IPO13^+/+^ (“WT”) and IPO13^−/−^ (“KO”) ESCs for control (NS; no stress) and oxidative stress-treated (ST) conditions. **c** Venn diagram for the differentially expressed genes in response to stress in IPO13^+/+^ and IPO13^−/−^ ESCs (498 and 521 genes, respectively). **d** MA plot showing differentially expressed genes with a log_2_-fold change increase or decrease in expression (FDR cut-off = 0.05) in response to oxidative stress compared to untreated ESCs. Log fold change (logFC) values are plotted against log expression values (standardized read counts). Genes highlighted in yellow were selected for validation. **e**–**f** IPO13^+/+^ and IPO13^−/−^ ESCs were treated with 125 µM H_2_O_2_ as indicated for 1 h and then stained for 30 min with 5 µM CellROX Green either immediately, or after a 2 h recovery period, and then analysed by flow cytometry. Quantification of the median fluorescence intensity relative to the untreated (UT) sample are shown representing the mean ± SEM (*n* = 3 independent experiments); *p* values (two-tailed student’s *t*-test) top to bottom left to right: *p* = 0.0617, *p* = 0.0479, *p* = 0.2167, and *p* = 0.0136. Source data are provided as a Source Data file.

Across the four conditions (IPO13^+/+^ and IPO13^−/−^ with or without oxidative stress), a total of 2352 genes were found to be ≥ log2-fold differentially expressed (FDR cut off of 0.05; Fig. 1a), the multi-dimensional scaling plot (Fig. 1b) highlights the significant differences between IPO13^+/+^ and IPO13^−/−^ ESCs, as well as between the cell lines in the presence and absence of oxidative stress. 

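A joint test of the 3 contrasts against untreated IPO13+/+ cells called 1836 genes with an FDR below 0.05 and an absolute log2 fold change of at least 1 in any of the contrasts (edgeR's quasi-likelihood test). Limma-voom called 2232 genes by the same rule. When the largest minus the smallest group mean had to reach 2-fold instead, edgeR called 2280 genes. The replicate number as a block gave 1835 genes, filterByExpr 1733 and DESeq2 1516. DESeq2 without its independent filtering gave 1488, and the remaining settings gave 1715 to 1945.

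Euclidean distances between libraries were computed from the log2 CPM of the 200 most variable genes, with a prior count of 2. The mean distance between untreated IPO13+/+ and untreated IPO13-/- libraries was 38.5, and between the treated libraries of the 2 genotypes 37.8. The distance between untreated and treated libraries was 23.0 in IPO13+/+ and 22.3 in IPO13-/- cells. The smallest distance between libraries of different groups, 21.5, was 2.78 times the largest distance between replicates. That ratio was 1.37 when all tested genes were used and 1.39 with a prior count of 0.5. The first dimension of the scaling held 72.7% of the variance and separated the genotypes, and the next held 23.7% and separated treated from untreated libraries. The distances were not tested.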

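With the edgeR fit, 216 genes were called after oxidative stress only in IPO13+/+ cells, 213 only in IPO13-/- cells and 348 in both genotypes. Limma-voom gave 325, 339 and 371 genes. With the replicate number as a block, edgeR gave 224, 216 and 353. Of the 216 genes, 194 rose and 22 fell in IPO13+/+ cells. In IPO13-/- cells 202 of the 216 changed in the same direction as in IPO13+/+ cells, and 89 had an FDR below 0.05 there without reaching 2-fold, which leaves 127 genes that did not pass that FDR in IPO13-/- cells. The median log2 fold change of the rising genes of this set was 1.37 in IPO13+/+ cells and 0.74 in IPO13-/- cells. Of the 213 genes called only in IPO13-/- cells, 196 changed in the same direction in IPO13+/+ cells and 86 had an FDR below 0.05 there. The median of the rising genes among these 213 was 1.32 in IPO13-/- and 0.70 in IPO13+/+ cells. Both sets were chosen for passing the thresholds in 1 genotype and not in the other. That choice favours a lower median in the other genotype, so these medians do not show a weaker response.

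The difference between the responses of the genotypes was tested directly as the interaction of genotype and stress. Over all tested genes, 527 had an interaction FDR below 0.05 (edgeR's quasi-likelihood test), of which 28 differed by 2-fold or more. Among the 216 genes called only in IPO13+/+ cells, 15 (6.94%) had an interaction FDR below 0.05, and among the 213 called only in IPO13-/- cells 46 (21.6%) did. Limma-voom found 255 genes over all and 7 of its 325 genes called only in IPO13+/+ cells, and the edgeR fit with the replicate block found 1291 genes over all and 26 of 224. Of the genes called only in IPO13-/- cells, it was 33 of 339 with limma-voom and 56 of 216 with the replicate block. Across the 11278 genes with an average log2 CPM above 1, the log2 fold changes in IPO13-/- cells followed those in IPO13+/+ cells with a Pearson correlation of 0.85, computed across genes, which are not independent replicates.

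The largest interactions towards a greater rise in IPO13-/- cells were those of *Cyp1a1*, *Kcna2* and *Cubn*. *Cyp1a1* on chromosome 9 (57687928 to 57703824, plus strand) had 982 and 1198 counts in untreated and 980 and 1040 in treated IPO13+/+ cells, but 138 and 121 in untreated and 1747 and 1588 in treated IPO13-/- cells, an interaction of 3.92 on the log2 scale (standard error 0.12, FDR = 9.5e-19). *Kcna2* had an interaction of 2.54 (FDR = 0.018) and *Cubn* of 2.43 (FDR = 9.8e-05). The largest in the other direction were *Scn4a* with -2.61 (FDR = 0.018), *Ano7* with -2.38 (FDR = 0.044) and *Sec16b* with -2.17 (FDR = 0.044). These 3 had an FDR of 0.05 or more with limma-voom and after filterByExpr. With the replicate number as a block, the FDR was 0.0017 for *Scn4a*, 0.013 for *Ano7*, 0.019 for *Sec16b*, 0.0046 for *Kcna2* and 6.9e-09 for *Cubn*. DESeq2's independent filtering left all of these genes but *Cyp1a1* without an FDR. Without that filtering, the FDR of *Cubn* was 0.00024, and *Kcna2* and these 3 had one of 0.05 or more.

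**Figure D1:**
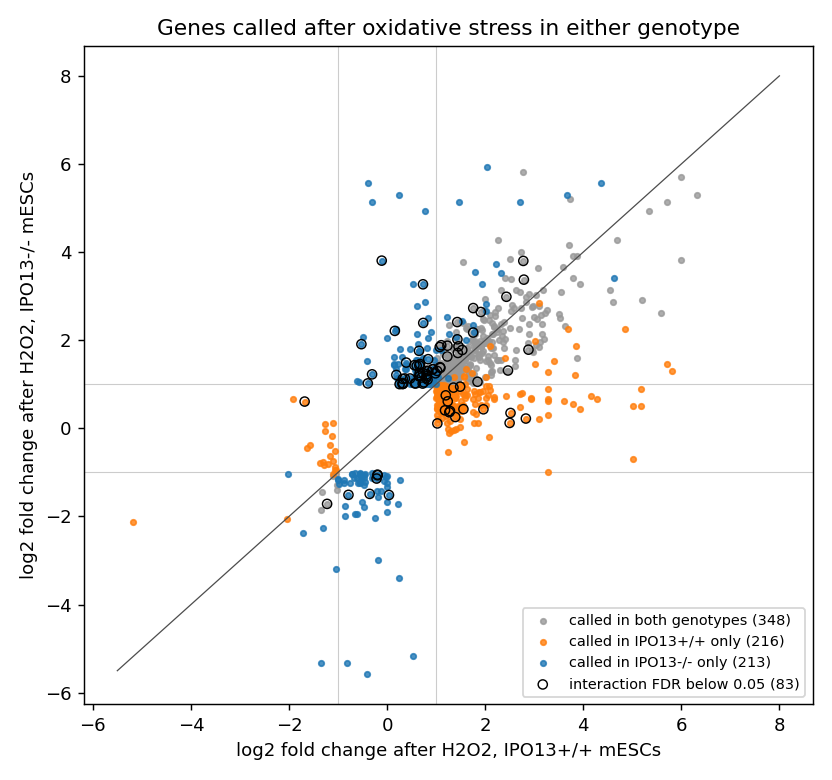
Log2 fold changes after H2O2 treatment in IPO13+/+ mESCs (horizontal axis) and IPO13-/- mESCs (vertical axis) of the genes called in either genotype, 1 point per gene, with grey points for the 348 genes called in both, orange for the 216 called only in IPO13+/+ cells and blue for the 213 called only in IPO13-/- cells. Open black circles mark genes with an interaction FDR below 0.05, the diagonal marks equal responses and the grey lines mark a 2-fold change, and 202 of the 216 orange points lie on the same side of 0 on both axes.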

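Supplementary Data 2 and 3 list the genes the paper called in each genotype. Supplementary Data 2 holds 277 symbols that are not in Supplementary Data 3, of which 276 could be matched to the deposited counts. Of these, 153 had fewer than 10 counts summed over the 4 IPO13+/+ libraries, among them 62 of the 69 that fell. The edgeR fit called 92 of the 276 only in IPO13+/+ cells, and 11 (3.99%) had an interaction FDR below 0.05, or 20 with the replicate number as a block. Of the 123 genes with at least 10 counts, 116 changed in the same direction in IPO13-/- cells, 83 had an FDR below 0.05 there, and 11 had an interaction FDR below 0.05, or 20 with the block. The median log2 fold change of these 123 genes was 1.27 in IPO13+/+ and 0.85 in IPO13-/- cells. Their choice as genes listed for IPO13+/+ cells only favours such a gap.

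Among the 276 genes, *Fosb* on chromosome 7 (19302696 to 19310051, minus strand) rose from 3.26 ± 0.264 to 8.54 ± 0.662 CPM (SD, n = 2 libraries) in IPO13+/+ cells and went from 3.89 ± 1.08 to 4.71 ± 0.443 CPM (SD, n = 2) in IPO13-/- cells. Its interaction was -1.14 on the log2 scale (standard error 0.17, FDR = 0.00016 from edgeR's quasi-likelihood test). The rise of *Fosb* in IPO13-/- cells, a log2 fold change of 0.26, had an FDR of 0.129, and of 0.032 with the replicate number as a block. This rise ran from 0.04 to 0.60 with any 1 library left out. *Neu3* rose by a log2 fold change of 1.04 in IPO13+/+ and 0.90 in IPO13-/- cells, *Dok1* by 1.00 and 0.85, and *Ppard* by 0.99 and 0.88. The FDRs of these 6 changes lay between 5.6e-15 and 1.8e-06, and the interaction FDRs of the 3 genes between 0.485 and 0.821. *Il5* had 0 and 0 counts in untreated and 1 and 1 in treated IPO13+/+ cells, which is below the share that can be told from 0 at this depth.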

Comparison of the specific gene subsets responsive to oxidative stress (Sup. Data 2 and 3) identified 277 IPO13-dependent genes up- or down-regulated exclusively in IPO13^+/+^ and not in IPO13^−/−^ ESCs (Fig. 1c, d). Gene ontology analysis of this “IPO13-dependent oxidative stress transcriptome” revealed enrichment of stress response pathways, including the unfolded protein response and apoptosis (Fig. 2a), as did an analysis of the 300-gene subset exclusively differentially expressed in response to oxidative stress in the IPO13^−/−^ ESCs (Fig. 2b). 

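The 5 hand-written gene lists were set against the 186 genes called only in IPO13+/+ cells, and against the 188 called only in IPO13-/- cells, that lay among the 15139 genes with enough counts. Of the 25 listed genes of the unfolded protein response, 2 were called only in IPO13+/+ cells, *Chac1* and *Ddit3*, which is 8.0% against 1.23% of the background (two-sided Fisher's exact test, p = 0.037, Benjamini-Hochberg adjusted p = 0.191). *Chac1* rose by a log2 fold change of 1.27 (standard error 0.10) in IPO13+/+ and 0.37 (standard error 0.08) in IPO13-/- cells, with an interaction FDR of 6.7e-05 from edgeR's quasi-likelihood test. Its level without treatment was already higher in IPO13-/- cells, by a log2 fold change of 1.41. Of the 24 listed heat shock genes, 2 were called only in IPO13+/+ cells, *Dnajb5* and *Hspa1a* (p = 0.035 by the same exact test, adjusted p = 0.191). With all 19424 tested genes as the background, *Hspa1l* was added to these and 3 of 25 heat shock genes were called, with an adjusted p of 0.039. Of the lists for p53 and DNA damage, intrinsic apoptosis and the antioxidant response, no gene was called only in IPO13+/+ cells.

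The list for p53 and DNA damage responded in both genotypes. Of its 25 genes, 20 rose in IPO13+/+ and 19 in IPO13-/- cells at an FDR below 0.05, with median log2 fold changes of 0.65 and 0.91. An interaction FDR below 0.05 was found for 9 of the 25, or 14 with the replicate number as a block. Of the 24 antioxidant genes, 4 rose in IPO13+/+ and 18 in IPO13-/- cells at that FDR, with median log2 fold changes of 0.04 and 0.16. Among them, 3 had an interaction FDR below 0.05, as did 3 genes each of the lists for the unfolded protein response and heat shock and 1 of intrinsic apoptosis. With the block these numbers were 12 for the antioxidant response, 7 for the unfolded protein response, 6 for heat shock and 2 for intrinsic apoptosis.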

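In IPO13-/- cells, *Cdkn1a* and *Ercc5* of the list for p53 and DNA damage were called where they were not in IPO13+/+ cells (two-sided Fisher's exact test, p = 0.038, adjusted p = 0.191). *Cdkn1a* rose by a log2 fold change of 1.31 (standard error 0.05) in IPO13-/- and 0.81 (standard error 0.05) in IPO13+/+ cells, with an interaction FDR of 7.1e-05 from edgeR's quasi-likelihood test. Of the listed genes of intrinsic apoptosis, *Bbc3* was called only in IPO13-/- cells, with log2 fold changes of 1.11 in IPO13-/- and 0.83 in IPO13+/+ cells and an interaction FDR of 0.038 (exact test of the list, p = 0.259, adjusted p = 0.648). *Hmox1* of the antioxidant list was called only in IPO13-/- cells, with 1.02 against 0.57 in IPO13+/+ cells and an interaction FDR of 9.6e-06. These genes started from lower levels in untreated IPO13-/- than IPO13+/+ cells. The log2 fold changes were -1.10 for *Cdkn1a*, -0.21 for *Ercc5*, -0.41 for *Bbc3* and -0.86 for *Hmox1*. A greater rise is therefore not by itself a higher level after treatment. No gene of the lists for heat shock or the unfolded protein response was called only in IPO13-/- cells. For the genes called only in IPO13-/- cells, none of the lists passed an adjusted p of 0.05 over the 15 comparisons.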

Stress response pathways again appeared to be highly enriched, including pathways relating to apoptotic cell death.

**Fig. 2:**
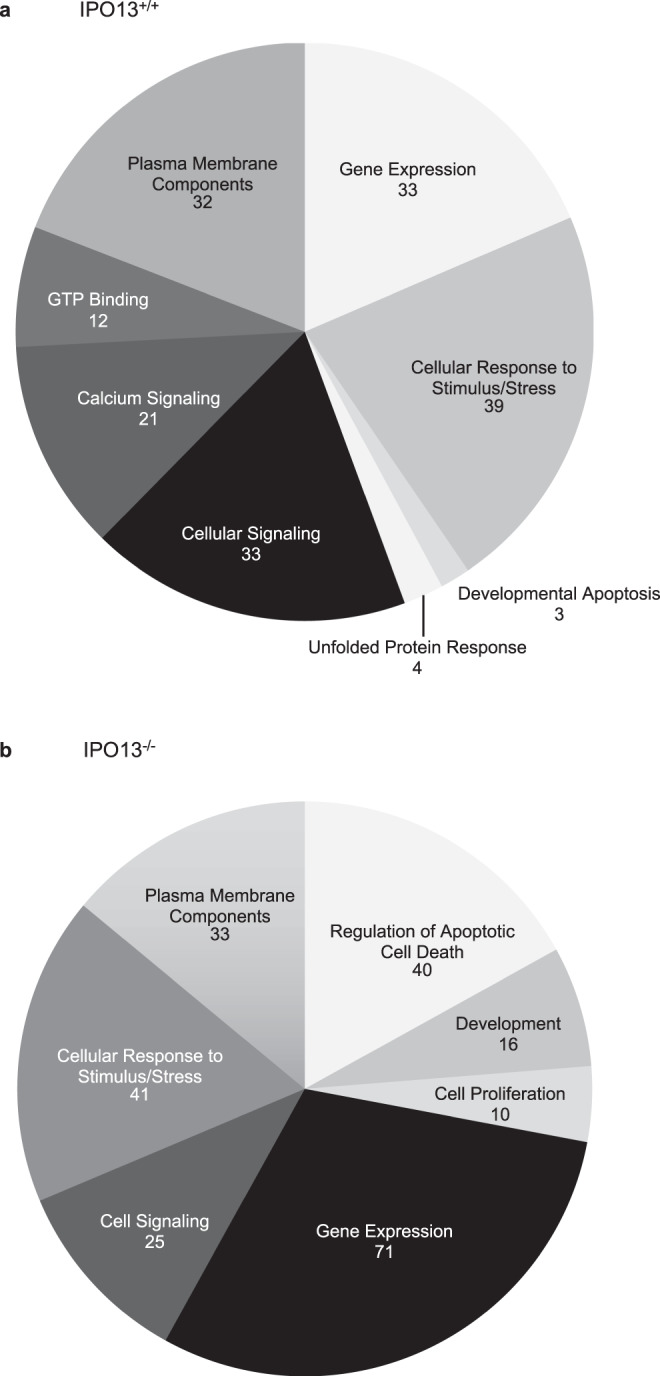
Gene ontology analysis of differentially regulated genes in response to oxidative stress in ESCs. Pathways analysis was performed on differentially regulated genes responsive to oxidative stress in (**a**) IPO13^+/+^ or (**b**) IPO13^−/−^ ESCs using DAVID Bioinformatics Resources 6.8, using the Functional Annotation Tool for the 178 and 236 annotated genes, respectively.

A subset of the differentially regulated genes from the 277-gene IPO13-dependent oxidative stress transcriptome, covering a range of extents of differential expression as well as representing genes annotated to have a role in stress response, were selected for validation by real-time quantitative PCR (qPCR). The *Cyp2s1* gene, downregulated in response to oxidative stress independent of the presence of IPO13 (see Sup. Data 2 and 3), was included as a control. 

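*Cyp2s1* on chromosome 7 of GRCm38 (25802475 to 25816913, minus strand, ENSMUSG00000040703) fell from 46.5 ± 3.33 CPM in untreated to 21.7 ± 0.592 CPM in treated IPO13+/+ cells (SD, n = 2 libraries per group) and from 40.9 ± 3.10 to 19.2 ± 1.25 CPM in IPO13-/- cells. The log2 fold change was -1.10 (standard error 0.06, FDR = 4.8e-14) in IPO13+/+ cells and -1.09 (standard error 0.06, FDR = 8.9e-14) in IPO13-/- cells, both from edgeR's quasi-likelihood test. The interaction of genotype and stress was 0.01 on the log2 scale (standard error 0.09), so that a difference between the genotypes was not detectable.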

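In the RNA-seq counts, *Stox1* had 9 and 11 counts in untreated and 31 and 30 in treated IPO13+/+ cells, and 5 and 9 against 16 and 10 in IPO13-/- cells. Its log2 fold change was 1.60 (standard error 0.36, FDR = 0.0014 from edgeR's quasi-likelihood test) in IPO13+/+ and 1.00 (standard error 0.48, FDR = 0.128) in IPO13-/- cells. The change in IPO13-/- cells ran from 0.50 to 1.63 with any 1 library left out. *Rasd1* rose by 1.29 on the log2 scale in IPO13+/+ and 0.66 (FDR = 0.0081) in IPO13-/- cells, and *Map3k14* by 1.17 in IPO13+/+ and 0.76 (FDR = 2.4e-06) in IPO13-/- cells. *Dnajb5* rose from 10.4 ± 0.394 to 22.2 ± 0.175 CPM (SD, n = 2 libraries per group) in IPO13+/+ cells and from 12.3 ± 0.467 to 23.5 ± 1.74 CPM in IPO13-/- cells, with log2 fold changes of 1.09 and 0.93 (FDR = 3.0e-12 in IPO13-/- cells). *Snai3* rose by 1.03 and 0.91 on the log2 scale, and *Ddit3* by 1.00 in IPO13+/+ and 0.97 (FDR = 8.0e-10) in IPO13-/- cells. *Hspa1a* rose from 162 and 146 counts to 320 and 302 in IPO13+/+ cells and from 108 and 82 to 127 and 108 in IPO13-/- cells, log2 fold changes of 1.01 and 0.43 (FDR = 0.020). The rises of *Rasd1* and *Hspa1a* in IPO13-/- cells had an FDR of 0.05 or more with DESeq2, as did that of *Hspa1a* with limma-voom. *Lef1* fell by 1.07 on the log2 scale in IPO13+/+ cells and by 0.88 (FDR = 6.9e-10) in IPO13-/- cells. *Rnu12*, a small nuclear RNA of 151 bases that a library of polyadenylated RNA captures poorly, had 0 and 0 counts in untreated and 4 and 5 in treated IPO13+/+ cells, and 1 and 3 against 4 and 3 in IPO13-/- cells. Its log2 fold change was 5.18 (standard error 1.75, FDR = 0.030) in IPO13+/+ cells, and an FDR of 0.079 with DESeq2 when its independent filtering was off. With the filtering it had none. *Grxcr2* had 1 count in each untreated IPO13+/+ library and 0 in the other 6 libraries. None of these 10 genes had an interaction FDR below 0.05 in this fit. The smallest was that of *Hspa1a*, with 0.072, which became 0.027 in the fit with the replicate number as a block. Before adjustment over all tested genes, the interaction p from edgeR's quasi-likelihood test was 0.0026 for *Hspa1a*, 0.013 for *Map3k14* and 0.025 for *Rasd1*. It was 0.065 or more for the others of the 10.

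The paper's qPCR values in its Source Data, relative to untreated IPO13+/+ cells in each of 4 experiments, were a mean of 2.43 ± 0.650 (SD) in treated IPO13+/+ cells for *Dnajb5*, and 1.34 ± 0.424 in untreated and 1.55 ± 0.253 in treated IPO13-/- cells. For *Ddit3* the paper's values were 2.90 ± 1.35 in treated IPO13+/+ cells, and 1.03 ± 0.298 in untreated and 1.64 ± 1.15 in treated IPO13-/- cells. For *Hspa1a* they were 2.12 ± 0.299 in treated IPO13+/+ cells, and 1.12 ± 0.835 in untreated and 1.52 ± 0.684 in treated IPO13-/- cells. The treated IPO13-/- value was above the untreated one in 4 of 4 experiments for *Rasd1* and *Hspa1a*, in 3 for *Rnu12*, *Stox1*, *Dnajb5*, *Snai3* and *Ddit3*, in 2 for *Map3k14*, in 1 for *Lef1* and *Grxcr2* and in 0 for *Cyp2s1*. Over the 8 rising genes, the paper's means in treated IPO13+/+ cells ran from 1.88 for *Rasd1* to 3.28 for *Map3k14*. In IPO13-/- cells they ran from 1.03 for *Ddit3* to 2.14 for *Map3k14* without treatment and from 1.21 for *Stox1* to 2.55 for *Map3k14* with it. Taken within each experiment, the mean log2 change of these 8 genes in IPO13-/- cells ran from -1.8e-06 for *Stox1* to 0.62 for *Hspa1a*. In IPO13+/+ cells it ran from 0.88 for *Rasd1* to 1.57 for *Map3k14*. The paper's means for *Lef1* were 0.404 in treated IPO13+/+ cells, 1.61 in untreated and 1.19 in treated IPO13-/- cells, and for *Cyp2s1* 0.501, 1.72 and 1.13.

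**Figure D2:**
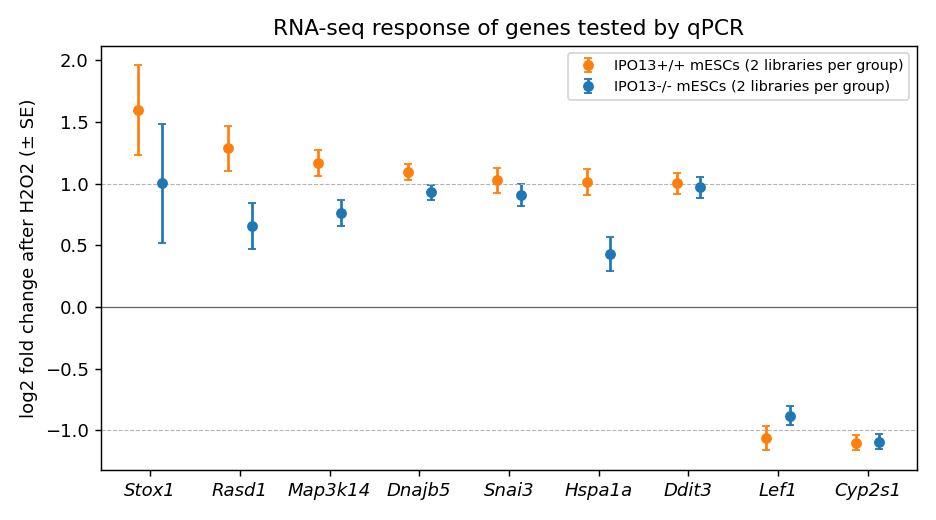
Log2 fold change after H2O2 treatment of Cyp2s1 and 8 genes tested by qPCR in RNA-seq libraries of IPO13+/+ (orange) and IPO13-/- (blue) mESCs. Rnu12 and Grxcr2 were left out because they had too few counts. Bars show the standard error derived from edgeR's F statistic, and dashed lines mark a 2-fold change. Ddit3 lies at 1.00 in IPO13+/+ and 0.97 in IPO13-/- cells, on either side of the 2-fold line, while Hspa1a lies at 1.01 and 0.43.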

Results were universally consistent with the RNA-seq data, (Sup. Fig. 2), with oxidative stress-inducing expression changes in all of the genes apart from *Cyp2s1* in IPO13^+/+^ but not IPO13^−/−^ ESCs, confirming the authenticity of the differential expression of genes within the Next Generation Sequencing identified IPO13 oxidative stress transcriptome. Taken together, IPO13 appears to be a key factor in the transcriptional response to oxidative stress.

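Across the 238 genes that were called in either genotype and had an average log2 CPM above 1, the Spearman correlation of the log2 fold changes of the genotypes was 0.65 and the slope of the IPO13-/- on the IPO13+/+ changes was 0.90, computed across genes, which are not independent replicates. The paper sets the list of genes called in IPO13+/+ cells beside the list called in IPO13-/- cells, takes the genes of the IPO13+/+ list that are missing from the IPO13-/- list as IPO13-dependent, and follows a subset of them by qPCR. From these lists and the qPCR, the paper proposes a key part for IPO13 in the transcriptional response to oxidative stress.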

### The IPO13 regulated transcriptional network

Since IPO13’s primary function is to facilitate nucleocytoplasmic shuttling of specific cargo proteins, we hypothesised that the effects of IPO13 knock-out on the gene expression profile of the ESCs in both untreated and oxidative stress treated conditions are likely mediated through altered transport of transcriptional activators and/or repressors in the IPO13 knock-out cells compared to wild type. In order to unravel the IPO13-dependent transcriptional regulatory network under stress, we set out to identify the TFs responsible for the differential expression of the 277 genes of the IPO13 oxidative stress transcriptome.

Toward this end, we performed DNA motif enrichment analysis (Fig. 3a) to identify consensus TF binding motifs that were enriched in the regulatory regions of IPO13-dependent oxidative stress-related genes. Enriched trimethylation (H3K4me3) or monomethylation of histone H3 at lysine 4 (H3K4me1) and acetylation of histone H3 lysine 27 (H3k27ac) are chromatin signatures of promoters and enhancers in mammalian genomes respectively^39^. Genomic regions for our genes of interest in mESCs for H3K4me3, H3K4me1, and H3k27ac were accessed from ChIP-seq data in mouse ENCODE^40^, and subjected to analysis using three independent motif discovery tools (MEME-ChIP^41^, RSAT-Peak Motifs^42,43^ and Trawler^44,45^). Motifs discovered by multiple tools were given weight and aligned to known TF binding motifs by STAMP^46^ using the JASPAR database^47^. Motifs and the corresponding TF were then matched to the genes in which they were found.

**Fig. 3:**
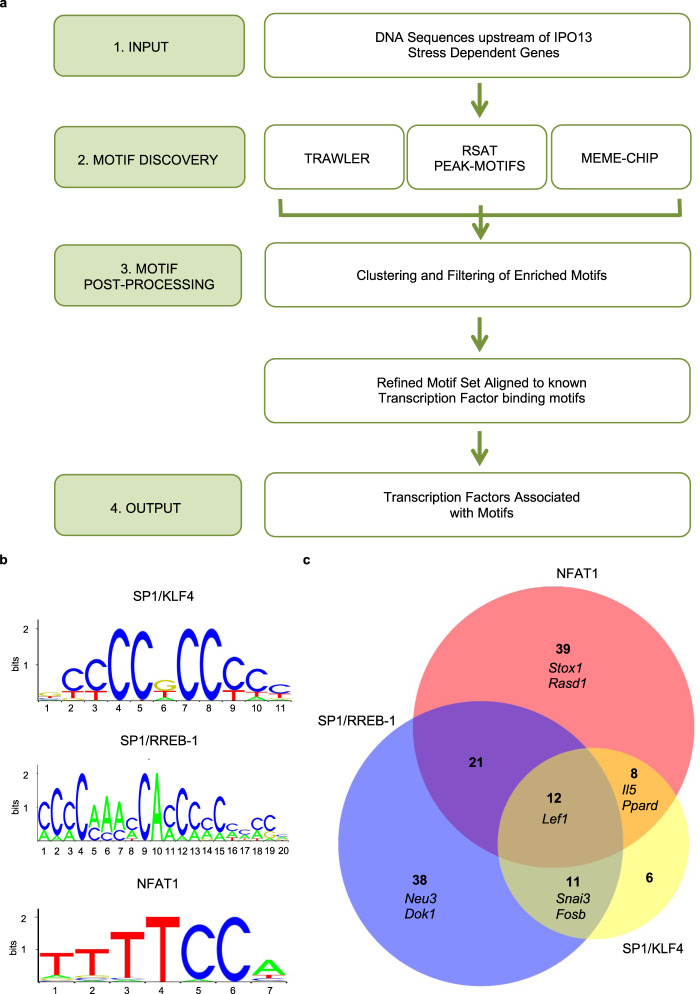
TF binding motif enrichment in the IPO13-dependent stress transcriptome contributing to the IPO13 dependent oxidative stress transcriptome. **a** Pipeline for motif discovery. Genome coordinates identified were derived from UCSC Mouse Encode from ChIP Seq experiments performed in mESCs for the H3K4me1, H3K4me3, and H3K27ac histone marks. Genomic regions enriched for these marks were associated with a gene using GREAT software from Stanford Bioinformatics, and then filtered to include only the 277 IPO13-dependent stress-regulated genes identified (see text). Overlapping genomic regions were merged using Galaxy before collecting the FASTA sequences for the final (1) set of genomic regions using UCSC Mouse Encode. FASTA sequences were input (2) into each of the Motif Discovery Tools Trawler, RSAT Peak-Motif, and MEME-CHIP to identify overrepresented motifs. Motifs identified by each tool were consolidated (3) and then inputted into STAMP to cluster and merge motifs, removing redundant or nonsense motifs. The final set of refined motifs were aligned to known TF binding motifs using the JASPAR library via STAMP. The output set (4) of TFs for each motif set was ranked by STAMP according to the similarity of the input motif to matched TF motif. **b** Candidate motifs are overrepresented in the IPO13 dependent stress transcriptome identified in (**a**) with consensus TFs binding them indicated. **c** Venn diagram of the genes containing one or multiple motifs from (**b**) in the IPO13 dependent stress transcriptome, with numbers of genes indicated in the different unique/overlapping parts of the diagram, together with the names of the genes selected for RT-qPCR validation i.e. *Stox1* and *Rasd1* contain the motif aligned to the NFAT1 binding motif, *Neu3,* and *Dok1* contain the motif aligned to the SP1 and RREB-1 binding motif, *Il5,* and *Ppard* contains the motif aligned to the NFAT1 binding motif and to the SP1 and RREB-1 binding motif, *Snai3,* and *Fosb* contain the motif aligned to the SP1 and RREB-1 binding motif and to the SP1 and KLF4 binding motif and *Lef1* contains the motif aligned to all three of the TF binding motifs. RT-qPCR validation for selected genes is shown in Sup. Figure 3.

Four TFs and their corresponding motifs (Fig. 3b) were selected for validation; Nuclear Factor of Activated T-cells 2 (NFATC2, NFAT1), Specificity Protein 1 (SP1), Ras Responsive Element Binding Protein 1 (RREB-1), and Kruppel like factor 4 (KLF4). These were selected firstly based on the relative measure of similarity (p-value) of the candidate motif to the transcription factor-binding motif as ranked by STAMP; NFAT1 (E value: 3.1860e^−05^), RREB-1 (E value: 3.2009e^−11^), KLF4 (E value: 3.3132e^−10^) and SP1, which was aligned to both the KLF4 aligned motif (3.8086e^−10^) and the RREB-1 aligned motif (4.3809e-13). Secondly, published NFAT1^48^, KLF4^49^, and SP1^50^ ChIP-seq datasets contained peak sequences that corresponded to the most genes within the 277 gene subset, verifying that these TFs indeed bind to these genes. Finally, a literature review of the biological functions of each TF revealed roles highlighted by the functional annotation of our subset of genes (Fig. 2a), including regulation of apoptotic pathways. Specifically, NFAT1^51–53^ and RREB-1^54^ contribute to pro-apoptotic pathways, whilst SP1^27,55–57^ and KLF4^29,58–60^ have been reported to play both pro-apoptotic and pro-survival roles. Importantly, these four TFs appear to regulate the expression of a large portion of the network (135 genes) of the 277 IPO13-dependent oxidative stress-responsive genes (Fig. 3c).

To begin to validate the contribution of these TFs to the differential expression seen in the IPO13 oxidative stress transcriptome, we performed RT-qPCR analysis on RNA extracted from IPO13^+/+^ ESCs subjected to siRNA-induced knockdown for each TF. A set of genes containing the consensus sites for NFAT1, SP1, RREB-1, and/or KLF4 (see Fig. 3c) were tested, in addition to the control *Cyp2s1*. We initially determined that, in the case of the *Snai3* gene, of all the genes tested, knockdown of KLF4 or RREB-1 in unstressed cells could significantly upregulate mRNA levels, likely an indication of KLF4 and RREB-1 playing a role in *Snai3* basal expression as well as in response to stress. To correct for this, we relativised all results to the respective basal levels without stress; analysis revealed that knockdown of at least one of the four TFs abrogated the transcriptional response to oxidative stress for the majority of the selected genes, resulting in a lack of response of IPO13^+/+^ ESCs that resembled that of IPO13^−/−^ ESCs. Results for the *Cyps21* control showed that response to stress was unaffected by the specific knockdown, underlining the specificity of the effects for the other genes (Sup. Fig. 3). In the case of stress-induced up-regulation of *Snai3*, knockdown of any one of KLF4, SP1 or RREB-1 was sufficient to silence oxidative stress-responsive upregulation (Sup. Fig. 3b, c, d). Analogously, siRNA for KLF4, SP1, or RREB-1 (Sup. Fig. 3b, c, d) could abrogate stress-induced downregulation of the *Lef1* gene. Other genes showing marked, but not statistically significant, reductions in response to stress after siRNA knockdown of specific TFs included *Dok1* where siRNA to either SP1 or RREB-1 decreased responsiveness (Sup. Fig. 3c, d). The clear implication here is that multiple TFs, sometimes in combination, play key roles in the IPO13-dependent transcriptional response to stress. Significantly, previous studies have reported synergistic actions of KLF4 and SP1 in gene regulation^61^, while NFAT1 and SP1 have also been shown to functionally interact to regulate gene expression^62^. Several genes validated here by qPCR as targets of at least one of the four TFs of interest (Sup. Fig. 3) have been reported to regulate redox homeostasis and cell death^63–69^. This includes *Stox1*, reported as a master regulator of redox balance in mouse placentas and trophoblast cells^63^ and is associated with apoptosis downstream of the PI3K/Akt signalling pathway whereby downregulation of *Stox1* in trophoblasts could promote apoptosis via inhibition of the PI3K/Akt pathway^64^. *Ppard* is believed to regulate ROS homeostasis^65,66^ and *Il5* has been reported as both a pro-apoptotic factor and inhibitor of cell death in varying cell types^67,68^. Finally, *Rasd1* has been reported to induce apoptosis when transfected into lung adenocarcinoma cells^69^.

### SP1 or KLF4 knockdown contribute to IPO13-dependent cell death

The ability of cells to respond to stress is dependent upon the activation of numerous signalling pathways that regulate both adaption/resistance to stress^19^ and cell death where irreparable damage has occurred^70^. To investigate the role of the IPO13-dependent transcriptional response to potentially lethal levels of stress, we used PI staining/flow cytometry to assess IPO13^+/+^ and IPO13^−/−^ cell viability either immediately (no recovery) or 2 h after oxidative stress over a range of H_2_O_2_ concentrations (Fig. 4a, b).

**Fig. 4:**
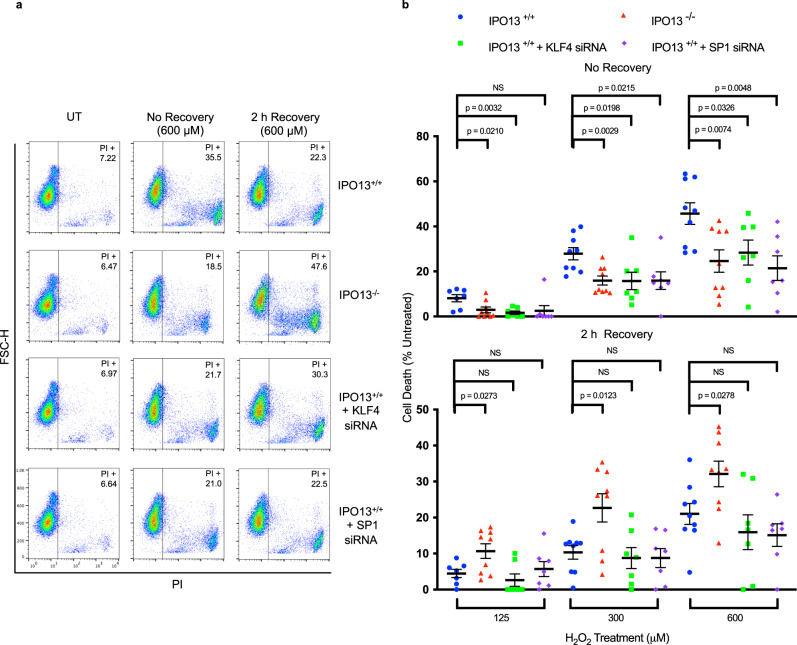
Kruppel-Like Factor 4 (KLF4) and Specificity protein-1 (SP1) contribute to IPO13 dependent oxidative stress induced cell death. IPO13^+/+^ ESCs were treated without or with siRNAs targeting SP1 or KLF4. 3 d post transfection, cells were treated with H_2_O_2_ as indicated for 1 h, and then stained either immediately (“No recovery”) or subsequent to 2 h recovery as indicated, for propidium iodide (PI) and flow cytometric analysis. **a** Representative dot plots of the indicated samples with the percentage of ESC PI positive. **b** Pooled data (IPO13^+/+^ 125 μM (*n* = 7), IPO13^+/+^ 300–600 μM (*n* = 9), IPO13^−/−^ 125–600 μM (*n* = 9), IPO13^+/+^ +KLF4 siRNA 125–600 μM (*n* = 7), IPO13^+/+^ + SP1 siRNA 125–600 μM (*n* = 7)) for % PI positive cells relative to untreated (UT) control from the analysis such as that in **a** are shown (mean ± SEM), where *p* values (two tailed student’s t test) top to bottom left to right are no recovery: *p* = 0.6160, *p* = 0.0032, *p* = 0.0210, *p* = 0.0215, *p* = 0.0198, *p* = 0.0029, *p* = 0.0048, *p* = 0.0326, *p* = 0.0074, and 2 h recovery: *p* = 0.6160, *p* = 0.3882, *p* = 0.0273, *p* = 0.6300, *p* = 0.6484, *p* = 0.0123, *p* = 0.1919, *p* = 0.3598, *p* = 0.0278. Source data are provided as a Source Data file.

Across the range of treatments, IPO13^−/−^ ESCs were consistently more viable than IPO13^+/+^ ESCs, with IPO13 knock out significantly reducing the percentage of H_2_O_2_-induced cell death compared to the IPO13^+/+^ ESCs (Fig. 4a), implying that the absence of IPO13 may contribute resistance to H_2_O_2_. After 2 h recovery, the levels of cell death were lower in IPO13^+/+^, but not IPO13^−/−^ ESCs, with the percentage of cell death in IPO13^+/+^ ESCs treated with 300 or 600 µM H_2_O_2_, reduced by 18 and 24% respectively (Fig. 4a, b). The implication is that while IPO13 appears to sensitise to oxidative stress-induced cell death, it may also contribute to repair in the post-stress recovery phase, implying that IPO13 may have roles in promoting both survival and death depending on the intensity and duration of exposure to oxidative stress. To confirm formally the key importance of IPO13 in this context, we tested whether ectopic expression of GFP-tagged IPO13 in the IPO13^−/−^ ESCs could confer increased sensitivity to H_2_O_2_. IPO13 expressing IPO13^−/−^ cells were significantly more sensitive than IPO13^−/−^ cells expressing GFP alone after treatment with H_2_O_2_. (Sup. Fig. 4), consistent with the functional rescue of IPO13’s role in this context.

The contribution of our candidate TFs to IPO13-dependent oxidative stress-induced cell death was tested by subjecting IPO13^+/+^ ESCs with siRNA-induced knockdown of SP1 or KLF4 to the same stress treatment protocols (Fig. 4a, b). Results were unequivocal in that knockdown of either TF significantly decreased cell death in response to 1 h H_2_O_2_ stress, bringing the cell death to a level comparable to that of IPO13^−/−^. Consequently, KLF4 and SP1 may be involved in the mechanism by which IPO13 regulates cell survival in the oxidative stress response. Given that the central function of IPO13 is the nuclear transport of proteins, KLF4 and SP1 are most likely transported by IPO13 under conditions of oxidative stress to affect cell survival, presumably, through transcriptional regulation.

To confirm that the observations with respect to resistance to oxidative stress were not limited to H_2_O_2_-induced oxidative stress, cells were treated with an alternative inducer of oxidative stress, diethyl-maleate (DEM), that depletes cellular glutathione, leading to accumulation of ROS (Sup. Fig. 5a, b); DEM has been used in numerous studies (including nuclear transport studies) to induce oxidative stress^71–75^. DEM was confirmed to increase ROS levels within ESCs by flow cytometric analysis (Sup. Fig. 5c). IPO13^+/+^ and IPO13^−/−^ ESCs were treated with 100–400 µM DEM for 24 h prior to flow cytometric analysis to assay for cell viability using PI (Sup. Fig. 5). DEM concentrations <200 µM did not induce cell death in either IPO13^+/+^ or IPO13^−/−^ ESCs, but higher concentrations (>300 µM) triggered the death of IPO13^+/+^ and IPO13^−/−^ cells, although the latter underwent significantly less death comparatively (c. 10 and 20% less death at 300 and 400 µM, respectively), confirming IPO13^−/−^ were more resistant to cell death resulting from DEM-induced oxidative stress. Clearly, the contribution of IPO13 to oxidative stress-induced death is not limited to H_2_O_2_-induced oxidative stress, extending to the cellular oxidative stress response more generally.

### IPO13 interacts with and regulates SP1 and KLF4 nucleocytoplasmic distribution

We next tested whether IPO13 could modulate nucleocytoplasmic transport of KLF4 and/or SP1. Due to very low transfection levels observed in the ESC lines, HeLa cells were used as a model to examine this in the absence or presence of siRNA-induced IPO13 knockdown and separately in the absence or presence of ectopically expressed IPO13. Well-characterised IPO13 import and export cargoes, UBC9^3^ and EIF1A^76^, shown to localise as previously (Baade et al. 2018)^77^, were used as controls (Sup. Fig. 6). IPO13 knockdown resulted in a reduction/enhancement of nuclear localisation of UBC9 and EIF1A, respectively (Sup. Fig. 6a–d), as expected, while overexpression of IPO13 increased UBC9 nuclear accumulation and EIF1A cytoplasmic localisation (Sup. Fig. 6f–o), validating the system as a model. Subcellular localisation of ectopically expressed KLF4 was examined by CLSM in live HeLa cells pretreated with siRNA to knockdown IPO13 (Fig. 5a–c). KLF4 showed strong nuclear localisation (nuclear to cytoplasmic ratio, Fn/c of >100), which was significantly (*p* < 0.0001) decreased by H_2_O_2_-induced oxidative stress (Fn/c of c. 50), which was not observed in IPO13 siRNA treated cells. Importantly, the sublethal concentration of H_2_O_2_ used for imaging and interaction studies does not induce any significant levels of cell death in the HeLa cells (as examined by flow cytometry, Sup. Fig. 7a, b) and is confirmed to induce oxidative stress by increasing intracellular ROS levels (Sup. Fig. 7c). The clear implication is that IPO13 may act as a nuclear exporter for KLF4. To confirm this, we tested the effect of overexpression of DSRED-IPO13 on KLF4 localisation (Fig. 5d–e), which significantly diminished nuclear localisation in either the absence or presence of H_2_O_2_ treatment (Fn/c of 37 and 19 respectively).

**Fig. 5:**
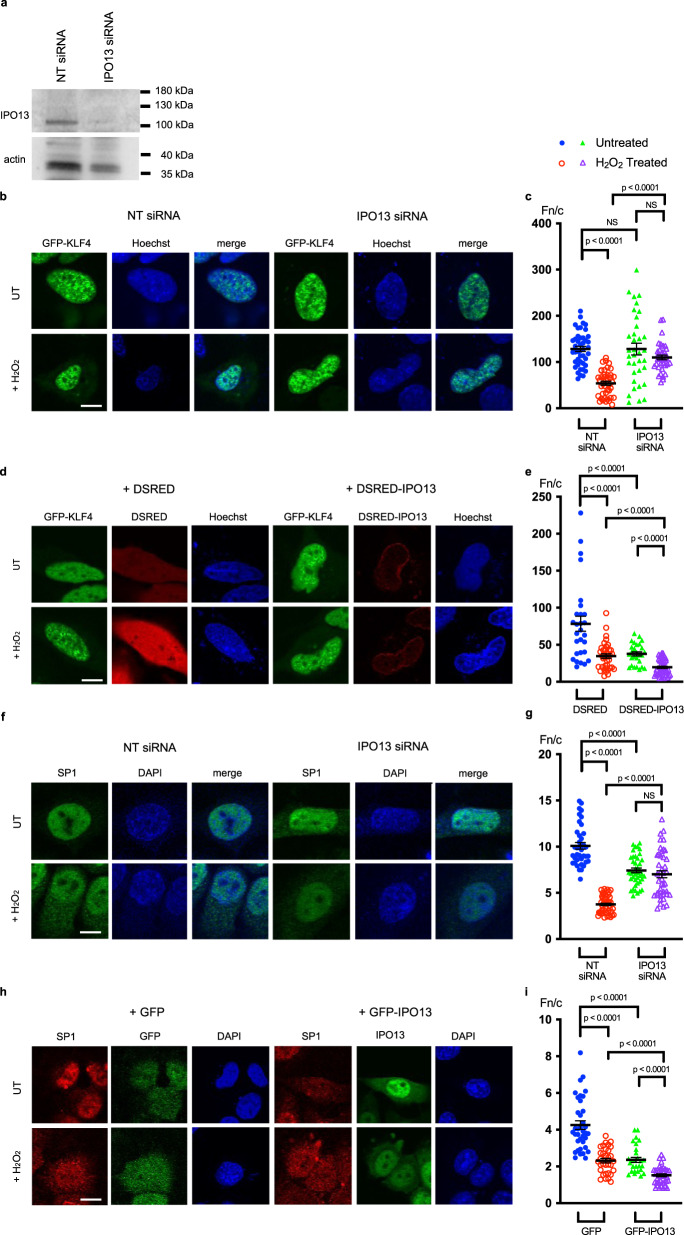
IPO13 can mediate nuclear import and export of KLF4 and SP1 respectively in response to H_2_O_2_- induced oxidative stress. **a–c** HeLa cells were transfected with non-targeting (NT) or IPO13 targeting siRNA 72 h prior to treatment with 125 μM H_2_O_2_ for 1 h. Cells were transfected to express GFP-KLF4 and processed for CLSM imaging and/or Western analysis. Cells were stained with Hoechst to highlight nuclei. **a** Total cell extracts were subjected to Western analysis using rabbit-anti-IPO13 (Protein Tech), with mouse-anti-actin (Abcam) as a control, and imaged using the ChemiDoc Gel Imaging System (Biorad). **b** Representative images of cells transfected to express GFP-KLF4. Scale bar = 10 μm. **c** Quantitative analysis of ectopic KLF4 protein localisation was carried out using the ImageJ software on images such as those in (**a**) to determine the nuclear to cytoplasmic ratio (Fn/c). Data represent the mean ± SEM for 44 cells (NT Untreated (UT)), 41 cells (NT+H_2_O_2_ Treated), 35 cells (IPO13 siRNA UT), and 37 cells (IPO13 siRNA + H_2_O_2_ treated) respectively for the nuclear (Fn) and cytoplasmic fluorescence (Fc) above background fluorescence. *p* values (two-tailed student’s *t*-test) top to bottom: *p* < 0.0001, *p* = 0.1789, *p* = 0.9899, and *p* < 0.0001. **d**–**e** HeLa cells were co-transfected to express either DSRED or DSRED-tagged IPO13 with GFP-KLF4 and treated for 1 h ± 125 μM H_2_O_2_ prior to CLSM imaging. Cells were stained with Hoechst to highlight nuclei. **d** Representative images of cells co-expressing DSRED or DSRED-IPO13 with GFP-KLF4. Scale bar = 10 μm **e**. Quantitative analysis of ectopic KLF4 protein localisation performed as per (**c**). Data represent the mean ± SEM for 28 cells (DSRED UT), 38 cells (DSRED + H_2_O_2_ Treated), 27 cells (DSRED-IPO13 + UT) and 44 cells (DSRED-IPO13 + H_2_O_2_ Treated). p values (two-tailed student’s *t*-test) top to bottom: *p* < 0.0001, *p* < 0.0001, *p* < 0.0001, and *p* < 0.0001. **f**–**g** HeLa cells were transfected with siRNA as in **a**–**c**. prior to treatment with 125 μM H_2_O_2_ for 1 h. Cells immediately processed for CLSM imaging and immunostained with anti-SP1. **f** Representative images of cells immunostained with anti-SP1. Scale bar = 10 μm **g**. Quantitative analysis of endogenous SP1 localisation carried out as per (**c**). Data represent the mean ± SEM for 39 cells (NT UT), 47 cells (NT + H_2_O_2_ Treated), 41 cells (IPO13 siRNA UT), and 43 cells (IPO13 siRNA + H_2_O_2_ Treated). p values (two-tailed student’s t-test) top to bottom: *p* < 0.0001, *p* < 0.0001, *p* < 0.0001, and *p* = 0.2018. **h**–**i** HeLa cells were co-transfected to express either GFP or GFP-tagged IPO13 and treated for 1 h ± 125 μM H_2_O_2_ prior to immunostaining using anti-SP1 antibody. **h** Representative images of cells immunostained with anti-SP1. Scale bar = 10 μm. **i** Quantitative analysis of endogenous SP1 localisation carried out as in (**c**). Data represent the mean ± SEM for 37 cells (GFP UT), 32 cells (GFP + H_2_O_2_ Treated), 29 cells (GFP-IPO13 UT), and 38 cells (GFP-IPO13 + H_2_O_2_ Treated). *p* values (two-tailed student’s *t*-test) top to bottom: *p* < 0.0001, *p* < 0.0001, *p* < 0.0001 and *p* < 0.0001. Source data are provided as a Source Data file.

Subcellular localisation of SP1 was examined by fixation and immunostaining; endogenous SP1 (Fig. 5f–g) was strongly nuclear (Fn/c of c. 10) but this was decreased by H_2_O_2_ treatment (Fn/c of c. 4) or siRNA to IPO13 (Fn/c of c. 7). IPO13 knockdown also reduced the relocalisation of SP1 to the cytoplasm in response to H_2_O_2_ (Fn/c of c. 7 compared to a value of 4 in the control). The clear implication is that IPO13 may act as a nuclear exporter for SP1. To confirm this, we tested the effect of overexpression of GFP-IPO13 on SP1 localisation (Fig. 5h), with a clearly enhanced cytoplasmic accumulation of SP1 in cells whether subjected to H_2_O_2_-induced oxidative stress or not. Quantitative analysis (Fig. 5i) confirmed the results, with significantly (*p* <0.0001) reduced nuclear accumulation (lower Fn/c) in the presence of overexpressed IPO13.

To verify that IPO13 is a nuclear exporter of KLF4 and SP1 beyond the HeLa cell line, we examined the subcellular localisation of endogenous KLF4 and SP1 in response to H_2_O_2_ induced oxidative stress in the IPO13^+/+^ ESCs and how this compares in the IPO13^−/−^ ESCs (Sup. Fig. 8a-e). In the IPO13^+/+^ ESCs, endogenous KLF4 is distributed throughout the cell, however it is more nuclear than cytoplasmic (Fn/c of 1.1). After H_2_O_2_ treatment, KLF4 nuclear localisation is significantly decreased, becoming more cytoplasmic than nuclear (Fn/c of 0.6). The effect of H_2_O_2_-induced oxidative stress on KLF4 localisation is abrogated in the IPO13^−/−^ ESCs. Endogenous SP1 was highly nuclear in the IPO13^+/+^ ESC (Fn/c of 4.6) which was decreased in H_2_O_2_ treated cells (Fn/c of 2.7). In contrast, SP1 remained highly nuclear with or without H_2_O_2_ treatment in IPO13^−/−^ ESC (Fn/c 4.6 and 4.3 respectively). Similarly, the export of ectopically expressed GFP-tagged KLF4 or GFP-tagged SP1 was abrogated in IPO13^−/−^ compared to H_2_O_2_-treated IPO13^+/+^ (Sup. Fig. 8f–i). Together, the results suggest that IPO13 functions as a nuclear exporter for KLF4 and SP1 in both HeLa cell and ESC lines.

To establish that the nuclear export of KLF4 and SP1 by IPO13 is not limited to H_2_O_2_-induced oxidative stress, we re-examined the subcellular localisation of KLF4 and SP1 in HeLa treated with DEM (which was confirmed to induce oxidative stress by increasing intracellular ROS levels, see Sup. Fig. 7f) in HeLa cells with and without siRNA-induced IPO13 knockdown and HeLa cells with and without ectopic IPO13 expression (Sup. Fig. 9). Nuclear localisation of ectopic KLF4 was significantly reduced in response to DEM-induced oxidative stress (Sup. Fig. 9a–c). However, this effect was not seen in cells where IPO13 was knocked down. Further, overexpression of IPO13 significantly reduced KLF4 nuclear localisation in both the absence of DEM, and to an even greater extent in the presence of DEM (Fn/c of 40 and 20 respectively) (Sup. Fig. 9d–f). This data suggests that KLF4 is exported from the nucleus in response to DEM-induced oxidative stress and that IPO13 is the nuclear exporter that enables this export.

The subcellular localisation of SP1 was also effected by DEM treatment whereby DEM-induced nuclear export of endogenous SP1 (Fn/c of 6–3) (Sup. Fig. 9g–i). However, export of SP1 from the nucleus in response to DEM treatment was not observed in the siRNA-induced IPO13 knockdown cells (Fn/c of 4), suggesting that IPO13 also exports SP1 from the nucleus in response to DEM-induced oxidative stress. To confirm this, endogenous SP1 localisation was examined in HeLa with ectopic IPO13 expression in the presence and absence of DEM. Significantly, ectopic expression of IPO13 resulted in a greater still DEM-induced accumulation of SP1 in the cytoplasm compared to where IPO13 was not overexpressed (Sup. Fig. 9j, k). Together, this data indicates that IPO13 functions as a nuclear transporter for KLF4 and SP1 and is not limited to H_2_O_2_-induced oxidative stress and thus suggests that it performs as a critical regulator of nuclear transport during oxidative stress.

To confirm the interaction of IPO13 with KLF4 or SP1 in a cell context, GFP-tagged KLF4 (Fig. 6a–c) or SP1 (Fig. 6d–f) were immunoprecipitated from cells ectopically expressing DSRED-IPO13 in the absence or presence of H_2_O_2_ treatment; the dependence on Ran of IPO13 binding to KLF4 or SP1 was addressed in parallel by performing immunoprecipitations in the absence or presence of GTPγS (a non-hydrolysable form of GTP that maintains Ran in the GTP-bound state^78^). IPO13 co-precipitated with both GFP-KLF4 and GFP-SP1 with or without H_2_O_2_-induced oxidative stress, but not with GFP alone, indicating the specificity of the interactions. Notably, IPO13 co-precipitated with GFP-KLF4 and GFP-SP1 to a greater extent in H_2_O_2_ treated cells (Fig. 6b, e). Further, the addition of GTPγS resulted in an approximately 2-fold increase in co-precipitation of IPO13 with GFP-KLF4 (Fig. 6b, c) and GFP-SP1 (Fig. 6e, f) in H_2_O_2_ treated cells, implying RanGTP may facilitate IPO13 binding in both cases. Importantly, the data overall demonstrate that IPO13 both interacts with and facilitates the nuclear export of KLF4 and SP1.

**Fig. 6:**
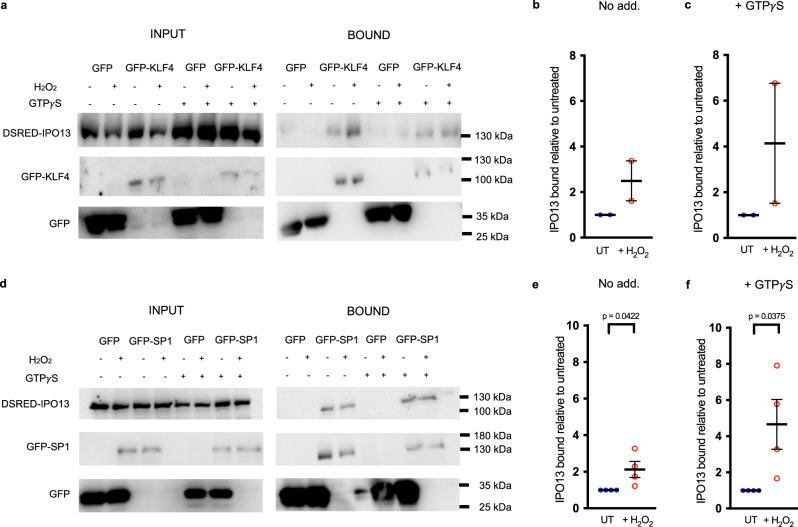
KLF4 and SP1 interact with IPO13 in the presence and absence of H_2_O_2_-induced oxidative stress. HeLa cells transfected to co-express GFP or GFP-KLF4 (**a**–**c**) or -SP1 (**d**–**f**) with DSRED-IPO13. At 16 h post-transfection, cells were treated with or without 125 μM H_2_O_2_ for 1 h before lysis and incubation with or without GTP*γ*S and immunoprecipitation (IP) using GFP-Trap (Chromotek). Input/IP samples were probed by Western blotting using mouse-anti-GFP (Roche) or rabbit anti-IMP13 (Protein Tech) antibodies and then imaged using the ChemiDoc Gel Imaging System (Biorad). **b**, **c**, **e**, **f** Densitometric analysis was performed on images such as those in **a** and **d** for binding of DSRED-IPO13 to GFP-KLF4 (**a**) or GFP-SP1 (**d**) under H_2_O_2_ treated conditions and untreated (UT) conditions with and without the addition of GTP*γ*S. The amount of co-immunoprecipitated IPO13 was normalized to the amount of protein available for co-immunoprecipitation (as seen in the input panels). This value was normalized to the amount of immunoprecipitated GFP-KLF4 or –SP1. Pooled results representing the mean ± SEM (error bars) for IPO13 bound under H_2_O_2_ treated conditions relative to UT conditions (no GTP*γ*S treatment - No Add.) (**b** *n* = 2 independent experiments, **e** *n* = 4 independent experiments) or with GTP*γ*S treatment under UT and treated conditions (**c** *n* = 2 independent experiments, **f** *n* = 4 independent experiments) are shown. *p* values (two-tailed student’s *t* test) left to right: *p* = 0.0422 and *p* = 0.0375. Source data are provided as a Source Data file.

## Discussion

This is the first study to delineate a specific role for IPO13 in response to stress, which appears to be at least in part related to its nuclear export role with respect to TFs such as SP1 and KLF4, not previously known to be IPO13 cargoes, that are themselves key players in stress responses through nuclear action as transcriptional activators or repressors with respect to target genes to effect up- or down-regulation to impact cell survival/trigger further transcriptomic response. Through mediating nuclear transport of TFs such as SP1 and KLF4 under conditions of stress, IPO13 enhances cell susceptibility to oxidative stress. Stress-activated signalling molecules that potentiate the cellular response to stresses (eg. oxidative stress) need to be in “the right place at the right time” in order to trigger downstream stress response pathways appropriately and efficiently. Excitingly, this study establishes a key mechanism by which proteins involved in stress response can travel between the nuclear and cytoplasmic compartments of the cell, and begins to unravel the details of IPO13’s potential to regulate multiple stress response pathways impacting cell survival.

Importantly, our results challenge the paradigm that cellular stress, inclusive of oxidative stress, results in large-scale abrogation of IPO-dependent nuclear transport^21–25,79^. This has largely been attributed to the dependency on the Ran protein gradient for efficient recycling of IPOs from the nucleus to the cytoplasm for future rounds of nuclear import^80^, and the fact that cellular stress appears to perturb the Ran gradient^81,82^, redistributing Ran to the cytoplasm and in turn resulting in a mislocalisation of nuclear transport factors^21^. We show that IPO13 is different, in that it is able to traffic specific cargoes out of the nucleus under oxidative stress conditions. IPO13’s ability to continue to mediate nuclear transport even when the RanGTP gradient has collapsed presumably relates to its ability to function as a transporter in the absence of RanGTP^83^. Size exclusion chromatography has been used, for example, to show that export cargo EIF1A can bind to IPO13 even in the absence of RanGTP^76^. Further, although RanGTP can clearly trigger import cargo dissociation from IPO13 in vitro (and based on the results here in cell lysates for KLF4 and SP1 — see Fig. 6 — potentially enhance nuclear export cargo binding), certain import cargoes appear to require binding of an export cargo for complete dissociation^83^. This competitive displacement mechanism of nuclear import cargo by binding of nuclear export cargo and vice versa suggests that IPO13’s requirement for RanGTP to function in nuclear import/export roles is not absolute. These properties of IPO13 make it a unique member of the IPO family, able to transport protein cargo under stress conditions. Our data demonstrating that IPO13 is not markedly mislocalised under oxidative stress, but retains nuclear and cytoplasmic distribution, is consistent with this idea of reduced dependence on Ran for IPO13 function.

In summary, our use of an established ESC knockout model^4^ and Next Generation Sequencing has made it possible to demonstrate that IPO13, additional to its acknowledged roles in development, is a key factor in the response to oxidative stress, being critical to transcriptional networks including those that regulate for cell death. Through being key cargoes of IPO13’s nuclear export function that can remain functional during stress, the SP1 and KLF4 TFs are central to the IPO13-dependent oxidative stress response, which is likely to be critically important during early tissue development. The precise mechanism by which IPO13-dependent responses to stress contribute to cell repair/cell death in a developmental context is a focus of future work in this laboratory.

## Methods

### Cell culture, transfection, and immunofluorescence

The IPO13^+/+^ and IPO13^−/−^ mESC lines have been described previously in detail^4^; they were maintained in feeder-free culture conditions in DMEM supplemented with 12.5% FBS, 1× Glutamax, 0.1 mM NEAA, 0.1 mM β mercaptoethanol, and 1000 U/ml LIF at 37 °C on 0.1% gelatin-coated surfaces in 5% CO_2_ atmosphere in a humidified incubator Cells were passaged every 2 d. Cells of the HeLa human cervical epithelial cell line (ATCC^®^ CCL-2^TM^) were maintained in Eagle’s Minimum Essential Medium (EMEM) containing 10% FBS, 1X Glutamax, 1× Nonessential Amino Acids (NEAA) at 37 °C in a 5% CO_2_ atmosphere in a humidified incubator. Plasmid transfection of HeLa cells was performed using FuGene^®^ HD Transfection Reagent (Promega) according to the manufacturer’s instructions. Plasmid transfection of mESCs was performed using LIPO2000 Transfection Reagent (ThermoFisher) as per the manufacturer’s instructions. The Dharmacon ON-TARGETplus siRNA system (GE Life Sciences) with DharmaFECT 1 transfection reagent was used for HeLa and ESCs as per the manufacturer’s instructions. Pre-designed siRNAs targeting KLF4 (SMARTpool L-040001-01-0005), SP1 (SMARTpool L-040633-02-0005), NFAT1 (SMARTpool L-054724-01-0005), RREB-1 (SMARTpool L-045323-01-0005), and IPO13 (SMARTpool L-020212-01) were used, with a non-targeting (SCRAM siRNA) control pool (D001810-10-50) as the negative control. For microscopy, HeLa cells (and mESCs) were seeded onto glass coverslips one day prior to imaging. H_2_O_2_ (Sigma) or DEM (ACROS Organics) was diluted freshly in growth medium immediately before use; cells were treated for 1 or 24 h respectively at the indicated concentration and were immunostained as previously described^78^. Briefly, cells were fixed with 4% paraformaldehyde (Sigma) after transfection +/− H_2_O_2_ or DEM treatment, and permeabilised with 0.2% Triton X-100 (Sigma). Non-specific binding sites were blocked with blocking buffer (1% BSA in PBS) and immunostained with primary antibodies at room temperature for 1 h followed by 1 h incubation with conjugated secondary antibodies. Coverslips were mounted to glass slides with ProLong Gold antifade reagent with DAPI (Invitrogen).

### Antibodies

Rabbit polyclonal anti-SP1 (Cat no. ABE135 Millipore, Western Blot (WB); 1:2000 and Immunofluorescence (IF); 1:200), anti-IPO13 (Cat no. 11696-2-AP, Protein Tech, WB; 1:1000), anti-KLF4 (Cat no. ab75486, WB; 1:2000, IF; 1:100 and ab129473, Abcam, WB; 1:500, IF; 1:100) and anti-EIF1A (Cat no. 38976, Abcam, 1:200) antibodies, and mouse monoclonal anti-NFAT1 (Cat no. ab2722 1:1000, Abcam), anti-Actin (Cat no. ab3280, Abcam, 1:4000), anti-UBC9 (Cat no. 610749, BD, 1:100) and anti-GFP (Cat no. 11814460001, Roche, 1:5000) antibodies were used as indicated. Alexa-Fluor 568-goat anti-rabbit (1:1000), Alexa-Fluor 568-goat anti-mouse (1:1000), Alexa-Fluor 488-goat anti rabbit (1:1000) and Alexa-Fluor 488-goat anti mouse (1:1000) IgG secondary antibodies were from Invitrogen.

### Plasmid constructs

Plasmid pDsRed2-fused IPO13 for mammalian cell expression of IPO13 fused to the DsRed2 fluorescent protein was constructed by digestion of plasmid vector pDsRed2-C1 (Clontech, Mountain View, CA, USA), and insertion of polymerase chain reaction (PCR) generated IPO13 insert at EcoRI and SmaI restriction sites. Plasmid for mammalian expression of GFP-fused IPO13 was generated as described previously^4^. Plasmid for mammalian cell expression of the fusion protein GFP-KLF4 was constructed by inserting PCR amplified sequences encoding full-length mouse KLF4 in-frame into the BamHI and HindIII restriction sites of plasmid pEGFP-C1 C-terminal to the coding sequence of eGFP. The plasmid for mammalian cell expression of GFP-SP1 was from Jan-Jong Hung (National Cheng Kung University, Taiwan). The integrity of constructs was verified by DNA Sequencing.

### RNA extraction and sequencing

Total RNA was isolated from cell lines using Isolate II RNA Mini Kit (Bioline) according to the manufacturer’s instructions and RNA concentration was measured using the Qubit Fluorometric Quantitation (Invitrogen). Libraries were constructed using the Illumina TruSeq mRNA Preparation Kit with 1 μg of input RNA and the libraries were sequenced in three lanes of an Illumina HiSeq2,000 using paired-end 101 bp sequencing configurations. Sequenced reads were mapped to mouse genome reference mm10. Across all samples and replicates, c. 84% of the >80 million reads could be mapped to exons. Analysis of differential gene expression amongst ESC samples was undertaken using Voom/Limma as previously described^84^ via Degust (v. 0.20), where the euclidean distances between all sample pairs were calculated from the log-cpm of the 200 most variable genes and approximated in a Multi-Dimensional Scaling (MDS) plot for Principle Component Analysis. The multi-dimensional scaling plot in Fig. 1b indicates the high reproducibility of the transcriptome profiling for the duplicates analysed for each condition. 

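The distances between the 2 replicates over the 200 most variable genes were 7.73 for untreated IPO13+/+ libraries, 6.23 for treated IPO13+/+ libraries, 6.81 for untreated IPO13-/- libraries and 6.66 for treated IPO13-/- libraries. Over the genes with at least 50 counts in the pair, the Pearson correlation of log2 CPM between replicates, computed across genes, was 0.998 in untreated IPO13+/+ cells, 0.999 in treated IPO13+/+ cells, 0.999 in untreated IPO13-/- cells and 0.998 in treated IPO13-/- cells.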

Genes were considered significantly differentially expressed where the FDR <0.05 and the change in expression was 2-fold or higher. Output from Degust was used to create the Venn diagrams that emphasise the differentially expressed genes that are unique or shared amongst two sample conditions. Pathway enrichment analysis was performed using the Functional Annotation Tool of the Database for Annotation Visualization and Integrated Discovery (DAVID) Bioinformatics Database (Version 6.8).

### Real-time qPCR

Total RNA for RT-qPCR was isolated from cell lines using Isolate II RNA Mini Kit (Bioline) according to the manufacturer’s instructions. RNA was reverse-transcribed by first-strand cDNA synthesis using the Superscript III Reverse Transcriptase/random hexamers kit (Invitrogen). cDNA was then subjected to qRT-PCR using the SensiMix SYBR Master Mix (Bioline Reagents, London, UK); primer sequences are listed in Sup. Table 1. Quantitative RT-PCR was performed using the C1000 Touch Thermal Cycler (Biorad) for triplicate reactions to detect and compare expression levels between IPO13^+/+^ (with and without KLF4, SP1, RREB-1, or NFAT1 knockdown) or IPO13^−/−^ ESC with and without 1 h H_2_O_2_ treatment, followed by 2 h recovery. Biorad CFX Manager 3.1 was used to analyse the data. Data were normalised to the expression of the housekeeping genes *Tbp* or *Sdha* using the ΔΔCt method as described^85^.

### Motif enrichment analysis

Motif discovery tools used in this study were Trawler^44,45^, RSAT Peak-Motif^42,43^ and MEME-ChIP^41^. The input data set for the tools is a FASTA formatted file of promoter and enhancer DNA sequence regions associated with genes within our 277-gene subset. To generate this input file, we collected genome coordinates from ChIP Seq experiments performed in mouse embryonic stem cells for histone marks H3K4me1 (‘GSM769009’), H3K4me3 (‘GSM769008’), and H3K27ac (‘GSM1000099’). The peaks for these histone marks were collected from UCSC Mouse Encode^40^ using the Track Search tool. Genome coordinates were annotated to a gene using GREAT software as described previously^86^, and filtered to include only coordinates associated with our gene subset of interest. Overlapping genome regions in the subset were merged using the Merge tool in the Galaxy platform as described^87^. Merged genomic regions were utilised to collect FASTA sequences of the genome regions of interest using the Table Browser in UCSC Mouse Encode. The output of this are FASTA formatted files of the DNA sequences upstream of genes within our 277 IPO13 Dependent Stress Gene subset.

FASTA sequences were input into the motif discovery tools above, and motifs identified were consolidated and converted to formats recognised by the DNA motif comparison tool STAMP^46^ using the default parameters. Motifs were clustered into families based on alignment, and the families of motifs identified by multiple discovery tools run through STAMP separately and aligned to known TF binding motifs by STAMP using the JASPAR v2010 database. TF binding motifs were aligned to the output list of motifs, and ranked according to the similarity of consensus and input motif similarity.

### Flow cytometry

Cell viability was assessed using propidium iodide (PI) staining/flow cytometry. ESCs and HeLa were seeded in 6-well plates and cultured overnight in experiments without transfection as well as with GFP-tagged protein transfection or for 3 d with siRNA targeting the indicated gene, prior to treatment with H_2_O_2_ for 1 h or DEM for 24 h without or with recovery in fresh growth medium lacking H_2_O_2_ or DEM. ROS were detected in ESCs and HeLa using CellROX Green Reagent (ThermoFisher) according to the manufacturer’s instructions. Briefly, cells were seeded on a 6-well plate. After H_2_O_2_ or DEM treatment, CellROX Green was added to the culture media for 30 mins at a final concentration of 5 or 10 μM and incubated at 37 °C in the dark. In either case, cells were harvested for flow cytometry by trypsinisation/centrifugation, resuspended in 0.5 ml ice-cold PBS supplemented with 12.5% FBS, and stained with PI (Invitrogen) at a final concentration of 1 μg/ml where appropriate. PI-positive cells (minimum of 15,000 cells/sample) or CellROX Green stained cells were quantified by flow cytometry (FACS Calibur using CELLQuest Version 3.3), and analysed using the FlowJo software (Version 10.7.2). The gating strategy used is shown in Sup. Fig. 10.

### Confocal laser scanning microscopy (CLSM) and image analysis

Fixed cells immunostained for endogenous proteins or live cells ectopically expressing fusion proteins were imaged using a 60× oil immersion objective lens on a FluoView FV1000 Confocal Microscope. The nuclear to cytoplasmic fluorescence ratio (Fn/c) was determined as previously^88^ using the equation Fn/c = (Fn−Fb)/(Fc−Fb), where Fn is the nuclear fluorescence, Fc is the cytoplasmic fluorescence and Fb is the background due to autofluorescence from digitized images using the Image J 1.48 v public domain software (NIH).

### Coimmunoprecipitation (Co-IP) and western blotting

HeLa cells expressing GFP fusion proteins together with dsRed2-IPO13 treated with and without H_2_O_2_ were lysed 12 h post-transfection. In some samples, lysates were preincubated with GTPγS at a final concentration of 1.7 mM (Sigma-Aldrich) for 20 min on ice. Immunocomplexes were precipitated and eluted using GFP-Trap resin (ChromoTek) according to manufacturer instructions. Input and immunoprecipitations were analysed by Western blotting.

### Statistical analysis

Statistical analysis was performed using the 2-tailed Student’s *t*-test, assuming equal variances between two groups (Prism 8 Software), unless otherwise stated. A confidence level of 95% (*p* < 0.05) was considered a statistically significant difference.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting Summary

## Data Availability

The RNA sequencing data generated in this study has been submitted to the Gene Expression Omnibus (GEO) database under accession number (“GSE108913”). Database and tools used in this study are publicly available; “RSAT Peak-Motif [http://rsat.sb-roscoff.fr/peak-motifs_form.cgi]”, “Trawler [https://trawler.erc.monash.edu.au]”, “MEME-ChIP [https://meme-suite.org/meme/tools/meme-chip]”, “STAMP [http://www.benoslab.pitt.edu/stamp/]”, “JASPAR [http://jaspar.genereg.net]”, “GREAT [http://great.stanford.edu/public/html/index.php]”, “Galaxy [https://usegalaxy.org]”, “DAVID [https://david.ncifcrf.gov]” and “UCSC Mouse Encode (Track Search, Table Browser) [https://genome.ucsc.edu/ENCODE/]”. All other relevant data supporting the key findings of this study are available within the article and its Supplementary Information files or from the corresponding author upon reasonable request. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Nuclear transporter Importin-13 plays a key role in the oxidative stress transcriptional response
**Source:** Nat Commun. 2021 Oct 8;12:5904. doi: 10.1038/s41467-021-26125-x
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

Supplementary Data 1: DEGs for KO NS relative to WT NS (IPO13<sup>-/-</sup> relative to IPO13<sup>+/+</sup>)

Supplementary Data 2: DEGs for WT ST relative to WT NS (IPO13<sup>+/+</sup> + H2O2 relative to IPO13<sup>+/+</sup> NS)

Supplementary Data 3: DEGs for KO ST relative to KO NS (IPO13<sup>-/-</sup> + H2O2 relative to IPO13<sup>-/-</sup> NS)

# Supplementary material for: Nuclear transporter Importin-13 plays a key role in the oxidative stress transcriptional response
**Source:** Nat Commun. 2021 Oct 8;12:5904. doi: 10.1038/s41467-021-26125-x

Figure 5a

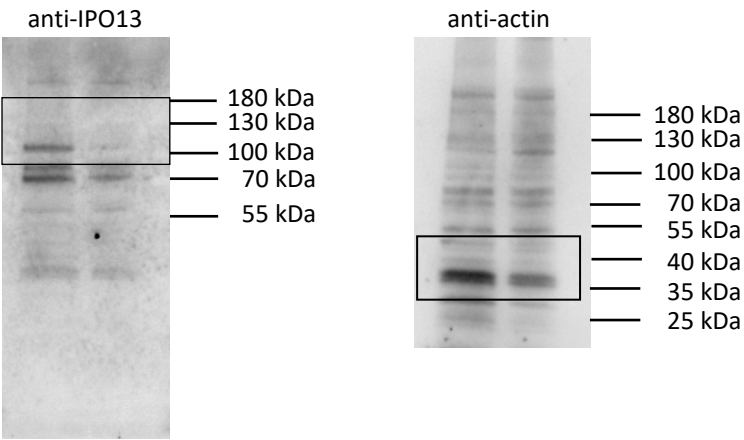

Figure 6a

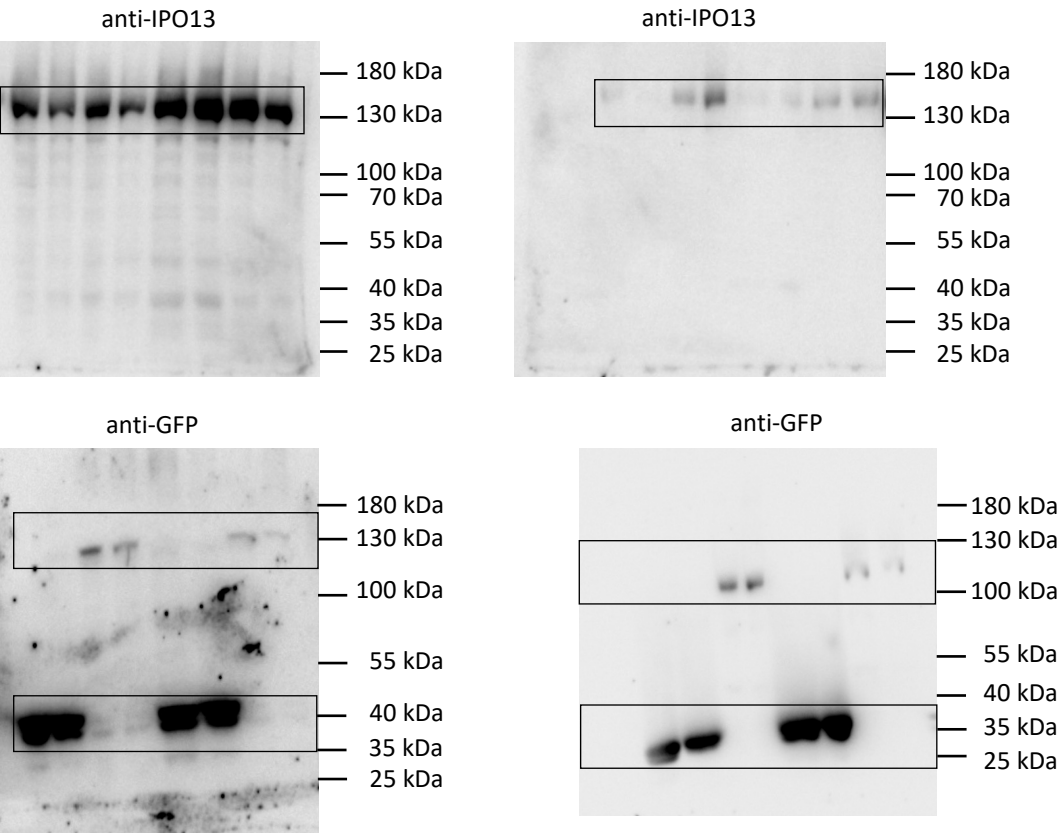

Figure 6b

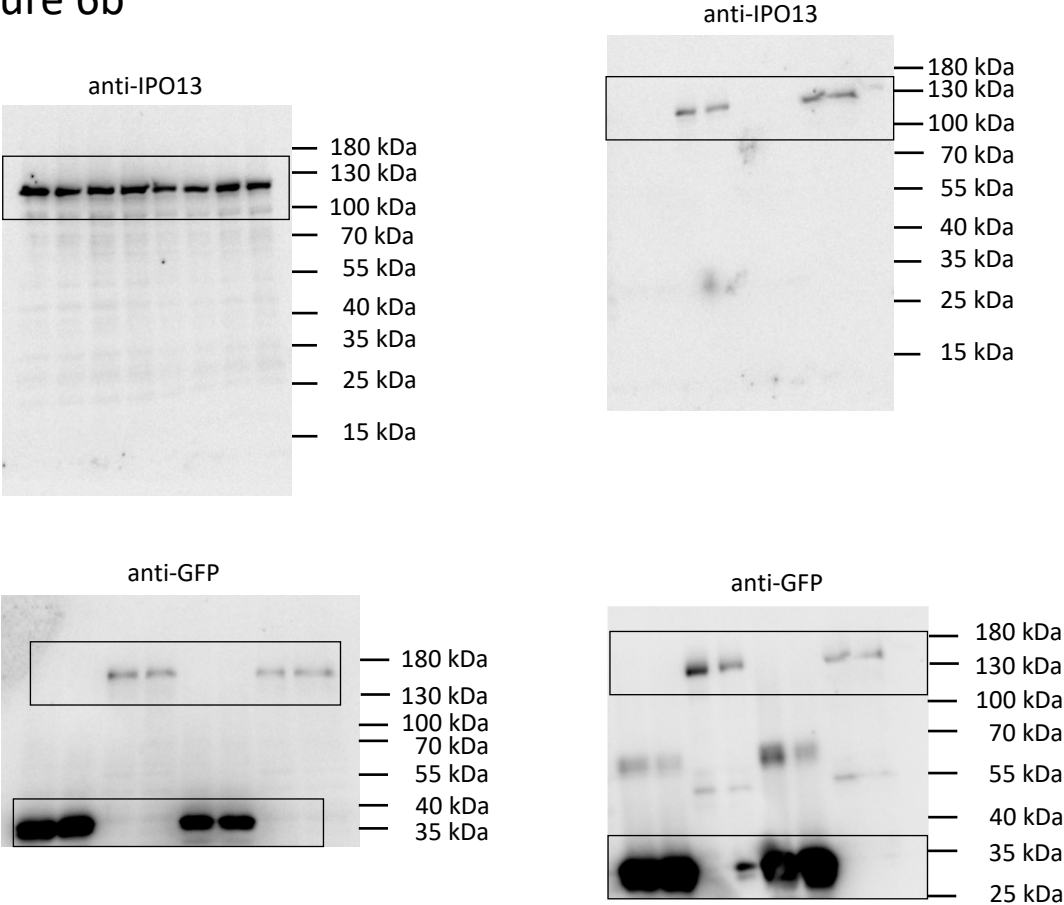

# Supplementary Figure 3e

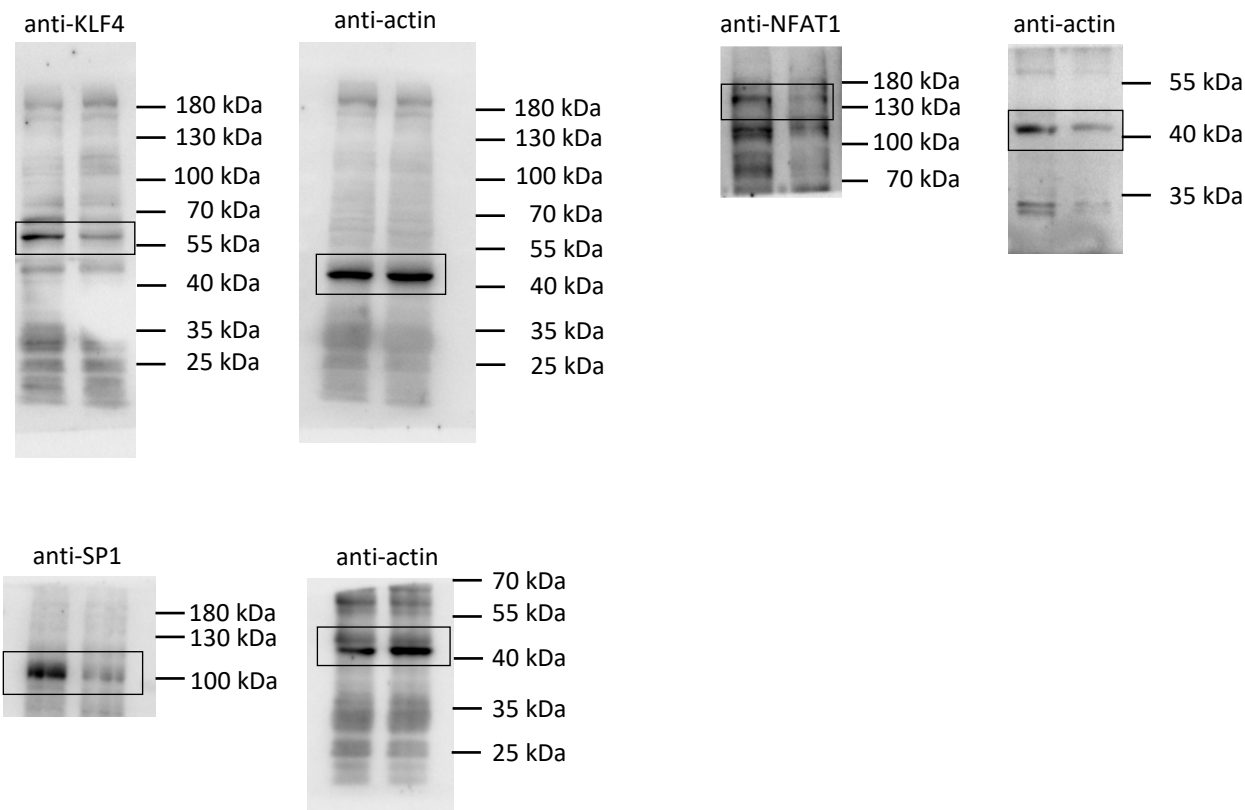

Supplementary Figure 6e

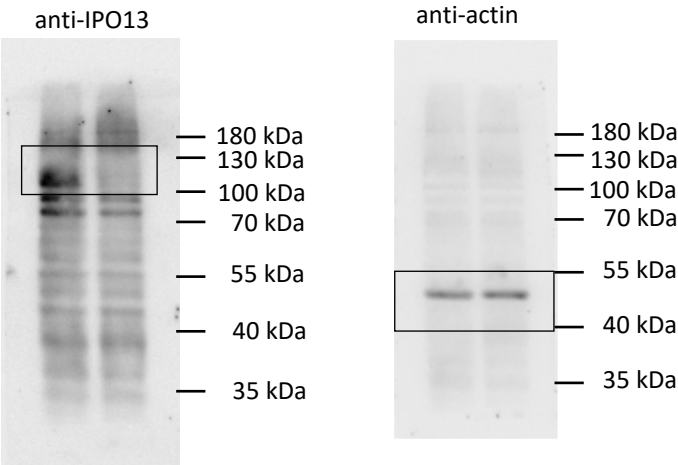

Supplementary Figure 6j

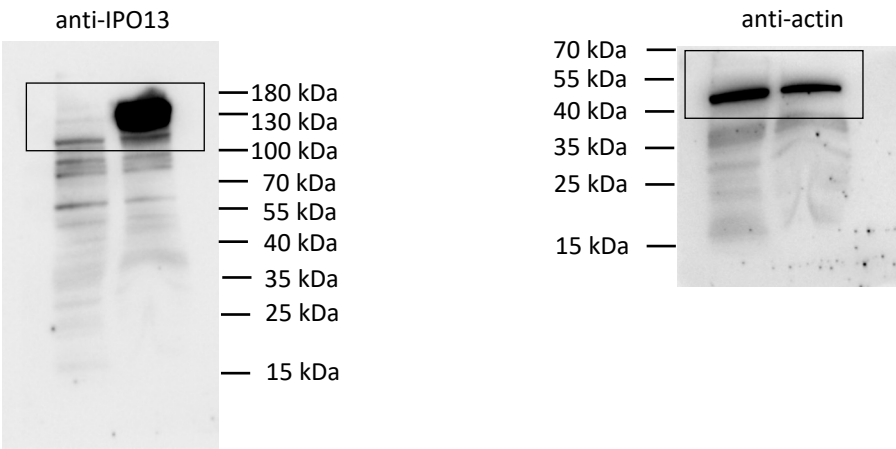

Supplementary Figure 6o

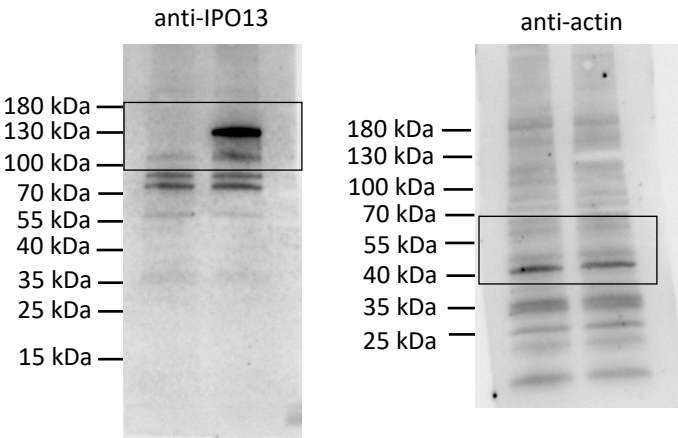

Supplementary Figure 8e

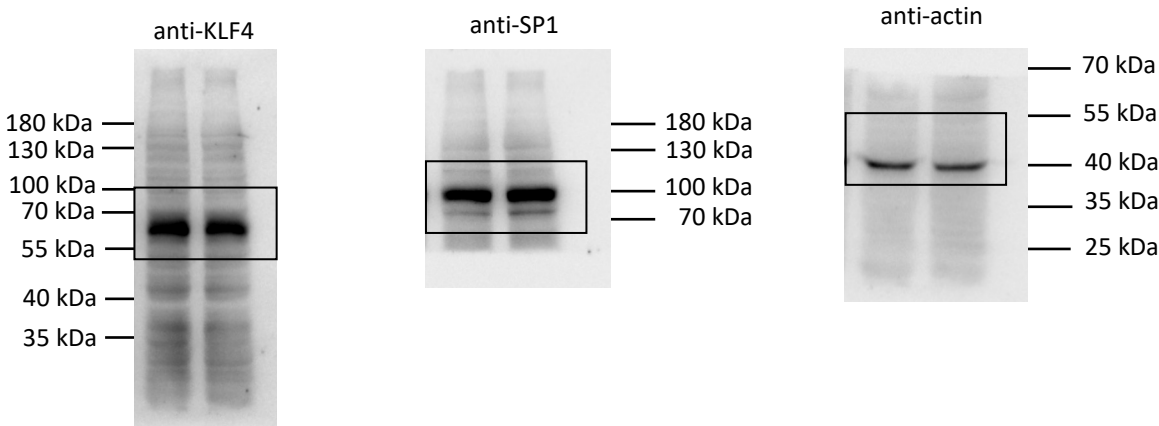

Supplementary Figure 9c

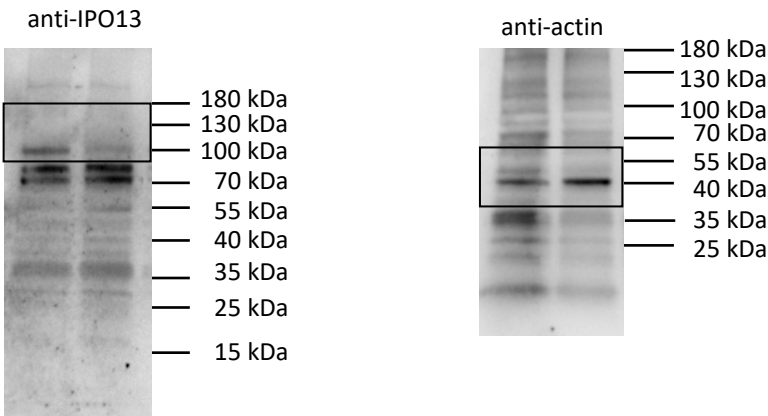

Supplementary Figure 9f

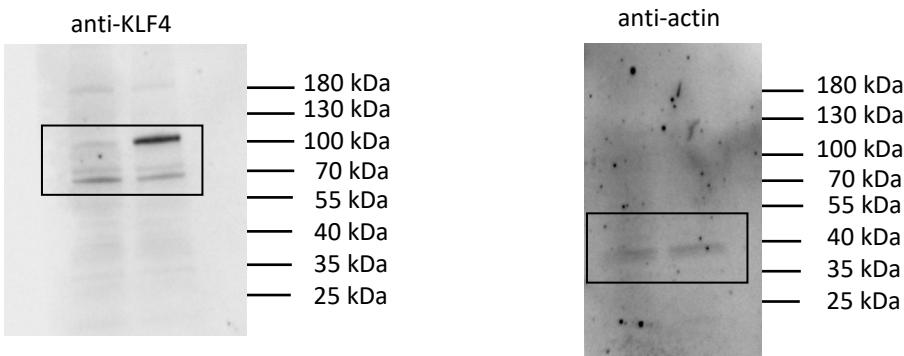

Supplementary Figure 9i

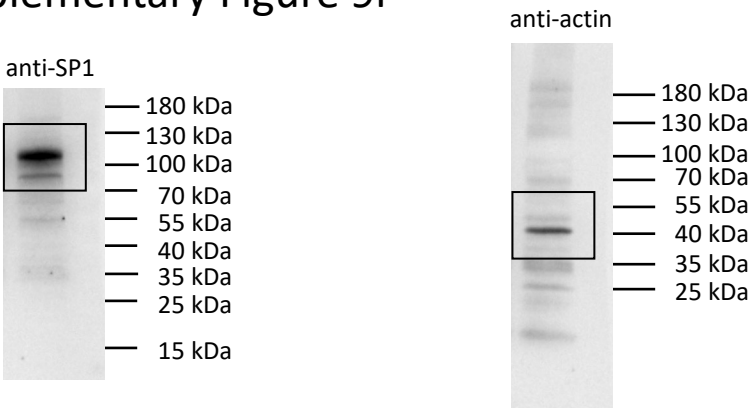

**Supplement:** Supplementary file 8 — Source Data

How the deposited data were processed for this re-analysis (not part of the article)

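RNA-seq libraries of IPO13+/+ and IPO13-/- mESCs were examined in 4 groups of 2 libraries each, without treatment and after 125 µM H_2_O_2_ for 1 h with 2 h of recovery. The authors mapped the reads to mm10, counted them on genes and deposited the raw counts of each library for 23420 gene symbols. The authors also deposited CPM values, in which each count is divided by the library total. The counts were used for all tests, and the CPM values were only checked against the counts. Group and replicate of each library were taken from its label. The number of reads counted on genes lay between 60397877 and 73789079 per library. The smallest share told from 0 was taken as 3 counts, which covers counting error only.

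Tests were run in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. The 19424 genes with at least 1 count in any library were normalized with TMM factors and fitted with edgeR's quasi-likelihood method in 1 model of all 8 libraries. Stress was tested within each genotype, genotype within untreated cells, and the difference between the stress responses as an interaction. P-values were adjusted by the Benjamini-Hochberg method over all tested genes. Standard errors of edgeR's log2 fold changes were derived as the absolute fold change on that scale divided by the square root of the F statistic. A gene was called at an FDR below 0.05 and an absolute log2 fold change of at least 1, and for the interaction at an FDR below 0.05 alone. Replicates that share a number in the labels were fitted without pairing, and a fit with the replicate number as a block was run beside it, because neither the labels nor the Methods say whether the numbers stand for cultures grown together. Normalized expression is given as CPM after TMM scaling with its SD over 2 libraries. The common dispersion was 0.00113. Leaving out a library leaves a group with 1 library, so these fits gave fold changes and no tests.

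The alternatives were limma-voom, limma-voom with sample weights, DESeq2, relative log expression factors, library totals without factors, a filter with filterByExpr (15139 genes), a minimum of 10 counts over all libraries (17081 genes), the replicate block, libraries thinned at random to the smallest total, and fits of only the 4 libraries compared. The thinning is a single random draw, and the draw in use was made after an earlier one had been seen. DESeq2 gives no FDR to genes that its independent filtering removes, and these counted as not called. Fits with limma-voom that keep genes without counts, and DESeq2 without independent filtering, were added after the data were examined. Gene positions, types and transcript lengths were taken from GENCODE M21 on GRCm38, which held 21751 of the symbols, and GC content was available for 93.1% of the tested genes.

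The genes named are all genes that the paper names for the RNA of these cells, the genes of its 4 transcription factors, and, for each comparison and the interaction, the 3 genes with the largest rise and the 3 with the largest fall. The latter were taken among genes past the threshold with at least 10 counts in both libraries of a group and no overlap between the groups. Called members of 5 hand-written gene lists are named as well, and the lists were compared with called genes by two-sided Fisher's exact tests adjusted over 15 comparisons. Symbols that begin with a digit are described and not named.

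The procedure was tested on simulated data with the library sizes and dispersions of the real libraries. Of 150 genes given a change of more than 2-fold in treated IPO13+/+ libraries alone, edgeR called 147 after stress and 142 in the interaction, with 16 interaction calls among genes given no change. Limma-voom called 139 of these in the interaction with 4 such false calls, and DESeq2 135 with 7. The gene ontology analysis with DAVID and the motif analysis were left out, since they rest on tools and annotation outside the deposited data. The experiments of the paper with siRNA, microscopy and flow cytometry were left out because the counts do not cover them.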

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

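The tests of sequencing depth, of single libraries, of the windows, large changes and treated libraries of chromosome 2 were chosen only after the result was seen or after a related value had been seen.

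The stress responses of the genotypes differed by the test of the interaction for 527 genes (edgeR's quasi-likelihood test, Benjamini-Hochberg FDR below 0.05), 390 with a higher and 137 with a lower change in IPO13-/- cells. In 20 sets of libraries simulated with the same stress response in both genotypes, the largest number of such genes was 0, with a median of 818.5 genes at an unadjusted p below 0.05 against 2921 in the real libraries. The simulated libraries hold no deviation shared between replicates of the same number, which the real libraries show. They also give each gene the same dispersion in all groups. In the real groups the chi-square statistic per gene between replicates ran from 2.26 to 15.0. After the curve of GC content and transcript length was removed from each library the number was 1107, and 1843 when the replicate number was also a block. False calls in libraries simulated in this way, and GC content and length as removed here, therefore do not account for the whole number. Its size changes with the correction, and false calls from uneven noise between groups or from shared deviations are not excluded. Libraries thinned to the smallest total gave 206, in a single random draw, but thinning lowers the power and keeps the expected ratios, so that an effect of depth was not testable in this way. The labels describe a single pooled lane, where the Methods give more, and name 0 batches of preparation or sequencing, so the pattern cannot be told apart from a difference between libraries prepared or sequenced apart.

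*Cyp1a1* showed the largest of these differences towards a greater rise in IPO13-/- cells among the genes selected, 3.92 on the log2 scale (FDR = 9.5e-19 from edgeR's quasi-likelihood test). It was lower in untreated IPO13-/- than in untreated IPO13+/+ cells by a log2 fold change of -3.08, and it was above the IPO13+/+ level after treatment by 0.84. The paralog *Cyp1a2* had at most 10 counts in any library, too few for shared reads to produce the change. The interaction was at least 3.80 with any 1 library left out. It was 3.88 in thinned libraries, but thinning keeps the expected ratios and so does not test an effect of depth. The library totals spanned only 60397877 to 73789079 counts. In IPO13-/- cells *Cyp1a1* had 138 and 121 counts without and 1747 and 1588 with treatment. A change of that size argues against depth as the cause for this gene. Unlabelled batches were not testable for this gene either, so that a biological reading remains a hypothesis.

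*Kcna2* differed between the genotypes by 2.54, *Cubn* by 2.43, *Scn4a* by -2.61, *Ano7* by -2.38 and *Sec16b* by -2.17 on the log2 scale in the same test of the interaction. DESeq2's independent filtering left all 5 without an FDR. Without that filtering the FDR of *Cubn* was 0.00024, and the other 4 had an FDR of 0.05 or more. *Scn4a*, *Ano7* and *Sec16b* had one of 0.05 or more with limma-voom and after filterByExpr as well. With the replicate number as a block, all 5 stayed below 0.05, from 6.9e-09 for *Cubn* to 0.019 for *Sec16b*. *Fosb* differed by -1.14 (FDR = 0.00016 from edgeR's quasi-likelihood test), rising in both IPO13+/+ replicates and changing less in IPO13-/- cells. Its FDR stayed below 0.05 with limma-voom and DESeq2. Its rise in IPO13-/- cells had an FDR of 0.129, and of 0.032 with the replicate number as a block, so that a rise there is not ruled out. With any 1 library left out, the differences of the 6 genes kept their direction, from 1.91 to 4.07 for *Kcna2*, 1.99 to 2.90 for *Cubn*, -3.27 to -2.19 for *Scn4a*, -2.94 to -1.18 for *Ano7*, -2.54 to -1.85 for *Sec16b* and -1.38 to -0.82 for *Fosb*. That of *Ano7* shrank by the largest share, so its size depends on single libraries. Other technical explanations were not tested for these 6 genes one by one, and for them as for the whole set a difference between batches remains open.

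Genes on chromosome 2, which the paper does not discuss as a group, were higher in untreated IPO13-/- than IPO13+/+ cells. The median log2 fold change of its 1125 expressed genes lay 0.30 above that of the other chromosomes, a ratio of 1.23. The shift was 0.30 after GC content and transcript length were regressed out, and 0.30 when the replicate number was also a block, which in this balanced design can hardly move it. It was 0.30 in thinned libraries, but thinning keeps the expected ratios, so that an effect of depth was not testable in this way. Over the 4 pairs of an untreated IPO13-/- and an untreated IPO13+/+ library it lay between 0.30 and 0.31. Of the genes on the chromosome, 85.2% lay above the median of the others, which restates the shift of the median and is not a separate test of a few genes with large changes. Between treated IPO13-/- and treated IPO13+/+ cells the shift was 0.31, so it was not limited to the untreated libraries, while stress itself moved the chromosome by 0.02 in each genotype. All of the 20-Mb windows along the chromosome were raised, by 0.27 to 0.34. A candidate explanation is extra copies of the whole chromosome in part of the IPO13-/- cells, which is a hypothesis, since no DNA was measured and the windows had been looked at before the test. The labels do not assign the libraries of a genotype to more than 1 line, so the shift cannot be separated from the line and is not attributed to the loss of IPO13.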

How the results depend on the processing

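All but the added fits were chosen before the data were examined. The thinned libraries in use, however, were drawn after an earlier draw had been seen, which holds for all thinned values below. Over these and the added settings, 159 values of the main comparisons stayed within 1.5 times the reported count or kept their side of the threshold, 50 moved beyond it and 1 became stronger. The cause was not tested for any of the changes given here.

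Without the fold-change limit, 3634 genes were higher and 3777 lower in untreated IPO13-/- cells. In IPO13+/+ cells 2229 rose and 2679 fell after stress, and in IPO13-/- cells 2901 rose and 2803 fell. By this rule, 1594 genes were called after stress only in IPO13+/+ cells, 2390 only in IPO13-/- cells and 3314 in both. When a gene counted as called in 1 genotype only if its FDR in the other was 0.05 or more, 127 genes were left in IPO13+/+ and 127 in IPO13-/- cells.

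The number of genes falling after stress in IPO13+/+ cells, 29 as reported, was 66 with limma-voom, 58 with sample weights, 14 with DESeq2 with and without its independent filtering, 17 in edgeR fits of 4 libraries and 16 with limma-voom on 4 libraries. In limma-voom fits that kept genes without counts, chosen after seeing the values, it was 73 on 4 libraries and 67 on 8. The number falling in IPO13-/- cells, 72 as reported, was 122 with limma-voom, 120 with sample weights, 35 with DESeq2, 33 with DESeq2 without independent filtering, chosen after seeing the values, and 113 in the added fit of 8 libraries. Genes called after stress only in IPO13+/+ cells numbered 325 with limma-voom, and only in IPO13-/- cells 339 with limma-voom, 364 with sample weights, 126 with DESeq2 and 129 without its filtering. Genes called in both numbered 222 in the added fit of 4 libraries.

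The number of genes with an interaction FDR below 0.05, 527 as reported, was 255 with limma-voom, 306 with sample weights, 294 with DESeq2, 251 without its filtering, 341 after filterByExpr, 1291 with the replicate number as a block, 206 in thinned libraries, 95 in the added limma-voom fit of 8 libraries and 28 with a 2-fold difference as well. Among the genes called after stress only in IPO13+/+ cells, 15 as reported, it was 7 with limma-voom, 6 with sample weights, 6 with DESeq2, 5 without its filtering, 25 with library totals only, 26 with the replicate block, 4 in thinned libraries and 7 with a 2-fold difference. In the added limma-voom fit of 8 libraries it was 0, with 190 genes at an unadjusted p below 0.05.

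The ratio of the smallest distance between groups to the largest within a group, 2.78 as reported, was 1.37 with all tested genes and 1.39 with a prior count of 0.5, and above 1 in each of these. With all tested genes as the background, 3 heat shock genes were called only in IPO13+/+ cells and the list passed an adjusted p of 0.05 (adjusted p = 0.039, two-sided Fisher's exact test). The interaction of *Cyp2s1*, 0.01 on the log2 scale as reported, had the other sign with DESeq2 with and without its filtering (-0.00106) and after filterByExpr (-0.00501), each far smaller than its standard error of 0.09. Among the other values of single genes, 341 kept their direction and their side of an FDR of 0.05, 22 became weaker and 2 stronger, and 3 reversed, which are those of *Cyp2s1*. The 2-fold limit was checked for 261 values. Among these, *Ppard* in IPO13+/+ cells came past it after filterByExpr (1.02 against 0.99 as reported). *Stox1* in IPO13-/- cells lay at 1.00 as reported and 0.99 with DESeq2, with an FDR above 0.05 in both. The numbers of kept, weaker, stronger and reversed values leave out genes to which DESeq2's filtering gave no FDR, and the fits with a library left out. In the latter, 15 of 396 values of single genes changed their direction, and 70 moved by more than their standard error. The 15 belong to the interactions of *Cyp2s1*, *Stox1*, *Snai3*, *Ddit3* and *Neu3*, to *Il5* in IPO13-/- cells and to *Sp1* in both genotypes, all with an FDR of 0.513 or more as reported.

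With each library left out in turn, between 832 and 856 of 914 genes kept a 2-fold change and their direction between untreated genotypes, between 514 and 533 of 564 after stress in IPO13+/+ cells and between 508 and 531 of 561 after stress in IPO13-/- cells, over 4 fits each. These fits leave a group with 1 library and give no test. For *Grxcr2*, contrasts without any count in the groups compared gave no value. The depth limits the results for *Rnu12*, *Il5* and *Grxcr2*, which had at most 5 counts in any library.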

Differences from the paper's values

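The paper's Supplementary Data 2 lists the paper's 72 genes falling after stress in IPO13+/+ cells, against 29 here. Of the alternatives set before the data were examined, limma-voom gave 66 and limma-voom with sample weights 58, which are within 1.5 times the paper's number. The other alternatives set before the data were examined did not close the gap, with 14 to 36 genes at the same thresholds and 2679 without the fold-change limit. Limma-voom fits that kept genes without counts, chosen after seeing the values, gave 73 on the 4 libraries compared and 67 on all 8, and DESeq2 without independent filtering, also chosen after seeing them, gave 14.

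The genes listed in both Supplementary Data 2 and 3 are the paper's 221, against 348 here. DESeq2 gave 286, thinned libraries 318, edgeR on 4 libraries 331 and limma-voom on 4 libraries 297, within 1.5 times the paper's number. The other alternatives set before the data were examined gave 342 to 371, or 3314 without the fold-change limit. Of the settings chosen after seeing the values, the limma-voom fit of 4 libraries that kept genes without counts gave 222, the same on all 8 libraries 350, which does not close the gap, and DESeq2 without independent filtering 281.

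Of the genes that the paper lists only for IPO13+/+ cells, the paper's 69 fall, against 22 here. Limma-voom gave 58 and sample weights 48, and the other alternatives set before the data were examined gave 9 to 28. The fits that kept genes without counts, chosen after seeing the values, gave 70 on 4 libraries and 53 on all 8, and DESeq2 without independent filtering, also chosen after seeing them, gave 9.

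For *Rnu12* after stress in IPO13+/+ cells, the paper's log2 fold change is 3.34, against 5.18 here (standard error 1.75). Both untreated IPO13+/+ libraries held 0 counts of *Rnu12*. The size of its fold change therefore depends on how each method treats 0 counts, and the values do not fix it. With limma-voom the log2 fold change was 3.31, and with DESeq2 4.62 and with the replicate block 5.19, where the larger standard error covers the paper's value. The limma-voom fit of 4 libraries that kept genes without counts, chosen after seeing the values, gave 3.34. That setting also called 870, 495 and 517 of the 872, 497 and 518 matched genes of the paper's Supplementary Data 1, 2 and 3. Its FDRs lay within 5% of the paper's for 21, 497 and 16 of these genes. The same setting on all 8 libraries, also chosen after seeing the values, called 793, 389 and 474 of them. Its FDRs lay within 1% of the paper's for 799, 0 and 474. Neither of these 2 settings matched all 3 lists in their FDRs. Most FDRs of Supplementary Data 1 and 3 were matched by the fit of 8 libraries, and those of Supplementary Data 2 by the fit of 4. The paper's text does not describe different fits for the lists.

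The paper states that the genes it followed by qPCR, other than *Cyp2s1*, responded to stress in IPO13+/+ and not in IPO13-/- cells. In the RNA-seq counts, *Dnajb5* rose in IPO13-/- cells by a log2 fold change of 0.93, *Snai3* by 0.91, *Ddit3* by 0.97, *Map3k14* by 0.76, *Rasd1* by 0.66 and *Hspa1a* by 0.43, each with an FDR below 0.05 in edgeR's quasi-likelihood test. *Lef1* changed in IPO13-/- cells by -0.88 by the same test. The interaction FDRs of these 7 genes lay between 0.072 and 1.00. No difference between the genotypes passed 0.05 for any of them in this fit, although that of *Hspa1a* did with the replicate number as a block. These FDRs are adjusted over all tested genes. Without adjustment, the interaction p from edgeR's quasi-likelihood test was 0.0026 for *Hspa1a*, 0.013 for *Map3k14* and 0.025 for *Rasd1*. All of these went towards a smaller rise in IPO13-/- cells, and the others of the 7 had a p of 0.078 or more. The rises of *Rasd1* and *Hspa1a* in IPO13-/- cells had FDRs of 0.079 and 0.098 with DESeq2, and that of *Hspa1a* 0.054 with limma-voom. In edgeR's test *Stox1* (FDR = 0.128) and *Rnu12* (FDR = 0.586) did not pass 0.05 in IPO13-/- cells, as the paper states. *Grxcr2* had 0 counts in all IPO13-/- libraries.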

Other observations

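The tests of the X chromosome and of the region around *Ipo13* were chosen after related values had been seen, and the targets of the aryl hydrocarbon receptor were chosen after *Cyp1a1* had been seen.

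A hypothesis for the genes called after stress only in IPO13+/+ cells is that thresholds applied to 2 equal responses part many genes by noise. In 20 sets of libraries simulated with the same response in both genotypes, the median number called only in IPO13+/+ cells was 227.5, with a range of 201 to 262, and the real number was 216. For genes called only in IPO13-/- cells the range was 185 to 241 and the real number 213. The numbers called in 1 genotype alone are consistent with equal responses, but 392 to 427 simulated genes were called in both genotypes against 348 real ones, and 527 genes differed by the test of the interaction. The simulation gives each gene the same dispersion in all groups, unlike the uneven replicate noise of the real libraries. It gives a number and does not tell which genes differ.

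Replicates with the same number in untreated IPO13+/+, untreated IPO13-/- and treated IPO13-/- cells deviated from their group means in the same direction across genes. GC content and transcript length explained 31.9%, 16.3% and 32.0% of the variance of the replicate differences in these groups and 18.1% in treated IPO13+/+ cells. After both were removed, the correlation between untreated IPO13+/+ and treated IPO13-/- cells was 0.44, down from 0.61, between the untreated groups 0.17, down from 0.35, and between the IPO13-/- groups 0.14, down from 0.33. The shared deviation cannot be told apart from a bias by GC content and length in part, or from cultures or libraries handled together, and no biological explanation was tested.

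Called genes between untreated genotypes made up 15.1% of the 562 expressed genes on the X chromosome and 5.10% of those on autosomes. Without genes of multigene families chosen by symbol and all genes whose symbols begin with Gm, the shares were 9.13% on the X chromosome and 5.01% on autosomes. Reads shared among the removed genes therefore do not account for the whole difference. Symbols that begin with Gm do not form a family, so the fall in the share does not measure shared reads. The median log2 fold change of the X chromosome lay 0.14 above that of the other chromosomes. No biological explanation was tested.

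Around *Ipo13* on chromosome 4, 8 of 185 expressed genes were called between untreated genotypes, a share of 4.32%. The median share of 112 other 20-Mb windows was 5.05%, and the window lay at their 40.2 percentile. A linked stretch of the chromosome around the targeted locus was therefore not detectable in the number of called genes.

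*Cyp1b1* and *Ahrr*, 2 other targets of the aryl hydrocarbon receptor, had interactions of 2.05 (FDR = 1.0e-08) and 1.53 (FDR = 4.3e-05) in edgeR's quasi-likelihood test, and both had been seen with *Cyp1a1*. The 3 listed targets not looked at before and with enough counts, *Tiparp*, *Nqo1* and *Aldh3a1*, had a median interaction of 0.26, at the 99.51 percentile of 10000 random sets matched on expression. Of these only *Tiparp* passed an FDR of 0.05, with an interaction of 0.39 (FDR = 0.00044), against FDRs of 0.093 for *Nqo1* and 0.442 for *Aldh3a1*. Between untreated cells *Tiparp*, *Nqo1* and *Aldh3a1* were lower in IPO13-/- cells, with log2 fold changes of -0.40, -0.75 and -1.37. After treatment they were not above the IPO13+/+ level (-0.01, -0.53 and -1.11), unlike *Cyp1a1* (0.84), *Cyp1b1* (0.77) and *Ahrr* (1.55). A wider response of the receptor's targets to stress in IPO13-/- cells is a candidate explanation for *Cyp1a1*, and it rests on 3 genes.

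The mRNA of the transcription factors that the paper studies changed after stress in both genotypes or in neither. *Nfatc2* rose by a log2 fold change of 0.54 in IPO13+/+ and 0.74 in IPO13-/- cells, *Rreb1* changed by -0.60 and -0.52, *Klf4* by -0.18 and -0.27, and *Sp1* by -0.06 and -0.03 with FDRs of 0.513 and 0.747 in edgeR's quasi-likelihood test. Their interaction FDRs were 0.310, 0.697, 0.484 and 0.973.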
